# Interferon-γ in the tumor microenvironment promotes the expression of B7H4 in colorectal cancer cells, thereby inhibiting cytotoxic T cells

**DOI:** 10.1038/s41598-024-56681-3

**Published:** 2024-03-13

**Authors:** Zhi-liang Jing, Guang-long Liu, Na Zhou, Dong-yan Xu, Na Feng, Yan Lei, Li-li Ma, Min-shan Tang, Gui-hui Tong, Na Tang, Yong-jian Deng

**Keywords:** Colorectal cancer, Tumor microenvironment, IFN-γ, B7H4, CD8^+^ T cells, Immune cytotoxicity, Cancer, Immunology

## Abstract

The bioactivity of interferon-γ (IFN-γ) in cancer cells in the tumor microenvironment (TME) is not well understood in the current immunotherapy era. We found that IFN-γ has an immunosuppressive effect on colorectal cancer (CRC) cells. The tumor volume in immunocompetent mice was significantly increased after subcutaneous implantation of murine CRC cells followed by IFN-γ stimulation, and RNA sequencing showed high expression of B7 homologous protein 4 (B7H4) in these tumors. B7H4 promotes CRC cell growth by inhibiting the release of granzyme B (GzmB) from CD8^+^ T cells and accelerating apoptosis in CD8^+^ T cells. Furthermore, interferon regulatory factor 1 (IRF1), which binds to the B7H4 promoter, is positively associated with IFN-γ stimulation-induced expression of B7H4. The clinical outcome of patients with CRC was negatively related to the high expression of B7H4 in cancer cells or low expression of CD8 in the microenvironment. Therefore, B7H4 is a biomarker of poor prognosis in CRC patients, and interference with the IFN-γ/IRF1/B7H4 axis might be a novel immunotherapeutic method to restore the cytotoxic killing of CRC cells.

## Introduction

Interferon-γ (IFN-γ), also called immune interferon, is an important cytokine present in the tumor microenvironment (TME). IFN-γ is mainly induced by mitogens or cytokines (such as IL-12 and IL-18), and is expressed in immune cells, especially T cells and natural killer (NK) cells^1,2^. IFN-γ binds to its receptors on the cell membrane, including the two subunits IFNGR1 and IFNGR2, forming a receptor complex that in turn activates the downstream JAK-STAT1 signal transduction pathway^3^ and performs a series of biological functions.

Upon its initial discovery, IFN-γ was identified as an antiviral molecule^4^, but it differs from type I interferons (IFN-α and IFN-β). In addition to playing a role in the defense against infection, IFN-γ also plays a prominent role in tumor diseases. Studies have shown that in mouse models of lung and breast cancer, virotherapy with an IFN-γ-encoding oncolytic virus slows tumor growth, prolongs the survival time of tumor-bearing mice, and elicits effective antitumor responses^5,6^. In a phase II clinical trial for cutaneous T-cell lymphoma, the clinical application of a replication-deficient adenovirus encoding human IFN-γ elicited beneficial antitumor responses in most patients^7^. However, IFN-γ does not always have antitumor effects and some studies have suggested that it can promote tumor growth. IFN-γ can activate the immune activity of tumor cells and induce CXCL11 secretion in tumor cells, monocytes, endothelial cells, and fibroblasts. CXCL11 binds to CXCR7 and promotes angiogenesis and tumor growth^8^.

Colorectal cancer (CRC) is a solid malignancy with high morbidity and mortality worldwide^9^. Treatment options for CRC include surgery, radiotherapy, chemotherapy, and targeted therapy. The latest breakthrough in cancer treatment is immune checkpoint blockade (ICB) therapy, which involves blocking the binding of inhibitory receptors expressed on effector T cells in the TME to surface ligands on tumor cells^10^. Currently, the most widely used targets for tumor ICB therapy are cytotoxic T lymphocyte-associated protein 4 (CTLA-4) and programmed cell death protein 1 (PD-1) and programmed cell death protein ligand 1 (PD-L1)^11,12^.

IFN-γ is an early cytokine used in tumor immunotherapy; however, its effects on CRC cells remain unclear. Our study revealed a significant difference in the growth curves of subcutaneous tumors between immunodeficient BALB/c nude mice (IM-d-mice) and immunocompetent BALB/c mice (IM-c-mice) after IFN-γ treatment. In this study, we focused on exploring the effect of IFN-γ on the biological behavior of CRC, immunoregulatory mechanism of IFN-γ, and identification of potential immunotherapy targets.

## Materials and methods

### Patient tissues

CRC tumor tissues were obtained from 249 patients with complete follow-up data (11 years; Nan fang Hospital of Southern Medical University, Guangzhou, China). Patients or their relatives approved the use of these clinical materials for research purposes according to the Ethics Committee of Southern Medical University. The collected CRC tissue specimen were dehydrated, embedded in paraffin blocks, and subjected to hematoxylin–eosin and immunohistochemical (IHC) staining.

### Cell culture

The human-derived CRC cell lines SW480, DLD-1, HCT116, HT29, SW620, and LoVo were obtained from the American Type Culture Collection (ATCC; Manassas, VA, USA), and the mouse-derived colon cancer cell line CT26.WT was purchased from the Shanghai Chinese Academy of Sciences Cell Bank. All cell lines were cultured in RPMI-1640 medium (Biological Industries, Israel) supplemented with 10% fetal bovine serum (FBS; Gibco, USA), 100 U/ml penicillin, and 100 mg/ml streptomycin (catalog no. 15140122; Thermo Fisher Scientific). Cells were grown at 37 °C in a humidified atmosphere containing 5% CO_2_. All the cell lines were tested for *Mycoplasma* contamination in 2017. Recombinant cytokines IFN-γ (mouse), IFNα-2a (human), IFN-β (human), and IFN-γ (human) were purchased from GenScript Biotechnology Co., Ltd. (USA).

### Mice and treatments

Animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee of our university. Four-week-old male immunocompetent BALB/c and immunode-ficient BALB/c nude mice (4 weeks old) were purchased from and maintained at the Central Laboratory of Animal Science at the Southern Medical University. Mice were randomly divided into groups of six mice per group. Cell suspensions were prepared from in vitro-cultured CT26.WT and HCT116 cells. Male BALB/c mice were injected subcutaneously with 1 × 10^6^ CT26.WT tumor cells on the upper right dorsal surface, and each male nude mouse was injected with 5 × 10^6^ HCT116 tumor cells. Each mouse in the experimental group was injected with 100 µL IFN-γ (Genscript, Cat.No.: Z02916) at a concentration of 100 ng/ml via the tail vein every 48 h, while each mouse in the control group was injected with 100 µL PBS via the tail vein. The mice were monitored until the subcutaneous tumors grew to 1.5 cm a diameter.

### Cell counting kit-8 (CCK-8) assay

CT26.WT, SW480, and DLD-1 cells in logarithmic growth phase were uniformly seeded in 96-well culture plate (800–1000 cells per well). Five wells were established for each group, and the cells were cultured for 24, 48, 72, 96, and 120 h. Then, 10 μl of CCK-8 reagent (catalog no. 40203ES76; Yeasen) was added to each well and the plates were incubated for 2 h. Absorbance was measured at 450 nm using a microplate reader (Bio-TAK, USA). The proliferation curves were plotted.

### Flow cytometry (FC) and sample preparation

Allograft tumors were minced and incubated in a digestion buffer (2 mg/ml collagenase IV [catalog no. C8160-1g**;** Solarbio), 0.5 mg/ml hyaluronidase (catalog no. H8030**;** Solarbio), and 0.1 mg/ml DNase I (catalog no. D8071-25 mg; Solarbio) in DMEM (catalog no. 06-1055-57-1ACS; Biological Industries)] at 37 °C for 30 min on a rotating shaker. The digested cell suspensions were then filtered through a 40 µm cell strainer and the cells were pelleted and washed with FACS buffer (2.5% FBS in PBS). Cells in single-cell suspensions were stained with a fluorophore-conjugated primary antibody diluted in FACS buffer for 30 min on ice in the presence of 1% Fc blocking solution (catalog no. 553141; BD Pharmingen). For whole blood samples, after fluorescent antibody staining, Red Blood Cell Lysis Buffer (catalog no. 00-4300-54; eBioscience) was added and the samples were incubated for 15 min. To stain intracellular components (such as Foxp3), fixation and permeabilization were performed using the Transcription Factor Buffer Set (catalog no 562574; BD Pharmingen), and intracytoplasmic or nuclear staining was performed for 40–50 min at 4 °C. Fluorochrome-conjugated antibodies specific to the following proteins were used for flow cytometric analysis: CD4 (clone RM4-5, BD Pharmingen), CD25 (clone PC61, BioLegend), Foxp3 (clone R16-715, BD Pharmingen), B7-H4 (clone 188, eBioscience), CD8a (clone 53-6.7, eBioscience), granzyme B (clone NGZB, eBioscience), perforin (clone eBioOMAK-D, eBioscience) and CD3 (clone 17A2, eBioscience). Fixable Viability Stain 780 (catalog no 565388, BD Horizon) was used to distinguish between viable and nonviable cells. The prepared samples were analyzed using an LSRFortessa X-20 flow cytometer (BD Biosciences). Data were analyzed using the FlowJo V10 software (BD Biosciences).

### Isolation and activation of CD8^+^T cells

CD8^+^ T cells were isolated from spleen and lymph nodes of OT-II mice by the EasySep Biotin Positive Selection Kit (STEMCELL Technologies, 17665), and activated with plated-bound anti-CD3 (BioXCell, BE0003, 5 μg/ml) and anti-CD28(BioXCell, BE0061, 2 μg/ml) for 48 h. After that, CD8^+^ T cells were treated with recombinant human IL-2 (peprotech, 200-02, 100 U/ml).CD8^+^ T cells were co-cultured with CT26-B7H4-OVA for 24 h, and then cells were analysis by FC.

### IHC

Formalin-fixed, paraffin-embedded (FFPE) blocks were sliced into 4-µm-thick sections, and the sections were placed onto microscope slides, which were then heated in a pressure cooker with 0.1% citrate buffer for 5 min. Sections were treated with 3% hydrogen peroxide for 10 min at room temperature and blocked with goat serum for 30 min at room temperature in a humidified chamber. Sections were incubated with primary antibodies diluted in goat serum in a humidified chamber overnight at 4 °C. Anti-CD8α antibody (clone CAL38; catalog no. ab237723; Abcam), and Anti-B7H4 ([EPR23665-20], ab252438). The sections were then incubated with biotinylated secondary antibodies (REAL™ EnVision, Dako), according to the manufacturer’s instructions,and counterstained with hematoxylin.

The staining intensity and percentage of positive tumor cells were evaluated using B7H4 staining. The semi-quantitative scoring system for the cytoplasmic staining intensity was as follows:0 (−), 1 (+), 2 (++), or 3 (+++). The degree of staining was based on the percentage of positive tumor cells and scored as follows:0 (< 5% positive cells), 1 (6–25% positive cells), 2 (26–50% positive cells), 3 (51–75% positive cells), or 4 (> 75% positive cells). The final staining scores were defined as 0 (−), 1–4 (+), 5–8 (++), and 9–12 (+++). The final staining score was used to divide the samples into a low-expression group (– and +) and a high-expression group (++ and +++).

CD8 staining results: Five visual fields per section were randomly selected from the central parenchyma of the tumor to count CD8^+^ lymphocytes using a 20× objective lens. The average of five visual fields was calculated to represent this section. According to the quartile classification system, 249 tissue sections exhibited either high (expression higher than the median value) or low expression.

### Western blotting analysis

Tissues or cells were lysed in RIPA buffer (catalog no. KGP702; Keygentec) containing protease and phosphatase inhibitor cocktail (catalog no. P1045; Beyotime) and clarified by centrifugation (12,000×*g* for 30 min at 4 °C). Protein concentrations were measured using a Pierce BCA Protein Assay Kit (catalog no. KGP902, Keygentec). Protein lysates (30 μg) were subjected to western blotting and protein bands were visualized using a Tianneng imaging system. The following primary antibodies were used: anti-VTCN1 (B7H4) (Proteintech, catalog no. 12080-1-AP), anti-PD-L1/CD274 (Proteintech, catalog no. 66248-1-Ig), anti-IRF1 (Proteintech, catalog no. 11335-1-AP), anti-IFNGR1 (Proteintech, catalog no. 10808-1-AP), anti-IFNGR2 (Proteintech, catalog no. 10266-1-AP), anti-JAK2 (Proteintech, catalog no. 17670-1-AP), anti-STAT1 (Proteintech, catalog no. 10144-2-AP), anti-CD86 (Proteintech, catalog no. 26903-1-AP) and anti-GAPDH (Proteintech, catalog no. 60004-1-Ig). The secondary antibody used was goat anti-mouse IgG (H + L)-HRP (Ray Antibody Biotech, catalog no. RM3001) and goat anti-rabbit IgG (H + L)-HRP (Ray Antibody Biotech, catalog no. RM3002). Because multiple cell lines and target proteins need to be detected, and some proteins have similar molecular weights, the blots have to be cut off before hybridization with antibodies, and Western blotting has to be carried out several times.

### Quantitative real time polymerase chain reaction (qRT-PCR)

qRT-PCR analysis was performed in triplicate using a SYBR^®^ Green Premix Pro Taq HS qPCR Kit (Accurate Biology, AG11701) and a 7500 Real-Time PCR System (Thermo Fisher Scientific). Expression data were normalized to V-set domain-containing T-cell activation inhibitor-1 (*Vtcn1*) expression using the 2^−△△Ct^ method. Primers were sourced from Sangon Biotech, and the sequences were as follows: *mVtcn1*(forward primer, TTCAAAGAAGGCAAAGATGAGC; reverse primer, GTCTCTGAGCTGGCATTATAGT) and *mGapdh* (forward primer,TGACTTCAACAGCGACACCCA; reverse primer, CACCCTGTTGCTGTAGCCAAA).

### Chromatin immunoprecipitation-qPCR (ChIP-qPCR)

Briefly, SW480 and DLD-1 cells (2 × 10^7^) were subjected to crosslinking, lysis, and sonication according to the manufacturer's instructions for the ChIP-IT^®^ Express Magnetic Chromatin Immunoprecipitation Kit and Shearing Kit (Active Motif, catalog no. 53008 and 53032). An anti-IRF-1 antibody (3 μg) was used to immunoprecipitate DNA fragments corresponding to the B7H4 promoter, which were amplified by qPCR using the following primers: B7H4-mut1:forward, TTGTTGCCCATCGTGGAG; reverse, GCAGCATACTGAGACTTCGTC. B7H4-mut2:forward, GCATAGATTCCAGGGCATC; reverse, AGGGATAAATGAGAGGCGG.

### Dual-luciferase reporter gene assay

Overexpression plasmids for the transcription factor IRF1 and the pGL4.10-B7H4 promoter wt, pGL4.10-B7H4 promoter mut1, and pGL4.10-B7H4 promoter mut2 vectors were constructed by Guangzhou Jidan Biotechnology Co., Ltd. First, well-grown SW480/DLD-1 cells were plated in a 24-well plate (5 × 10^4^ cells/well) and transfected with the corresponding plasmids for 48 h. Finally, the cells were subjected to luciferase assay using the Dual-Luciferase^®^ Reporter Assay System (Promega, catalog no. E1910) according to the manufacturer's instructions.

### Enzyme linked immunosorbent assay (ELISA)

Cytokine analysis of cell co-culture supernatants was performed in technical duplicates using the Human IFN-γ ELISA Kit (Elabscience, catalog no. E-EL-H0108c), and the Human IFN-β ELISA Kit (Elabscience, catalog no. E-EL-H0085c), according to the manufacturer's instructions. The absorbance values corresponding to cytokine levels were measured using a microplate reader (Bio-TAK, USA), and the concentrations were then calculated.

### Immunofluorescence assay

Tumor-associated fibroblasts(TAFs)were fixed with 4% paraformaldehyde, permeabilized with Triton X-100, blocked with goat serum, and incubated with an antibody recognizing fibroblasts (catalog no. CBL271), overnight at 4 °C. The cells were stained with a secondary antibody (1:100, Zhongshan Golden Bridge Biotechnology), the nuclei were stained with 4′,6-diamidino-2-phenylindole (DAPI; Sigma), and the cells were counted and examined using a confocal microscope (FV1000, Olympus).

### Statistical analysis

Each assay was performed in triplicate and independently repeated at least thrice. The results are expressed as mean ± SDs. Data were analyzed using Student’s *t* test or one-way analysis of variance (ANOVA) to determine statistical significance. Cell proliferation and subcutaneous tumor growth curves were analyzed using a two-way ANOVA. Pearson’s chi-square (χ^2^) test or Fisher’s exact test was used to analyze the relationship between B7H4/CD8 expression and clinicopathological features. Survival curves were generated using the Kaplan–Meier method. All analyses were two-sided and conducted using SPSS (version 17.0) or GraphPad Prism 7.00 software; values of P < 0.05) to indicate statistically significant differences.

### Ethics approval

This work was approved by the medical ethics committee of Nan fang Hospital, Southern Medical University, China.

### Feasibility and rationality

We confirm that all procedures were carried out in accordance with relevant guidelines and regulations. Animal experiments in our study were conducted according to ARRIVE 2.0 guidelines.

## Results

### IFN-γ stimulation of CRC cell proliferation depends on the immune microenvironment

We confirmed the effect of IFN-γ on the proliferation of CRC cells, both in vitro and in vivo. In our in vitro study, we evaluated the proliferation of three CRC cell lines, CT26.WT, DLD-1, and SW480, before and after IFN-γ stimulation using Cell Counting Kit-8 (CCK-8) assays and found that the absorbance value showed a decreasing trend in the IFN-γ stimulation group compared with the control group (without cytokine stimulation). These results showed that IFN-γ stimulation inhibited tumor cell proliferation in vitro (Fig. 1A).

**Figure 1:**
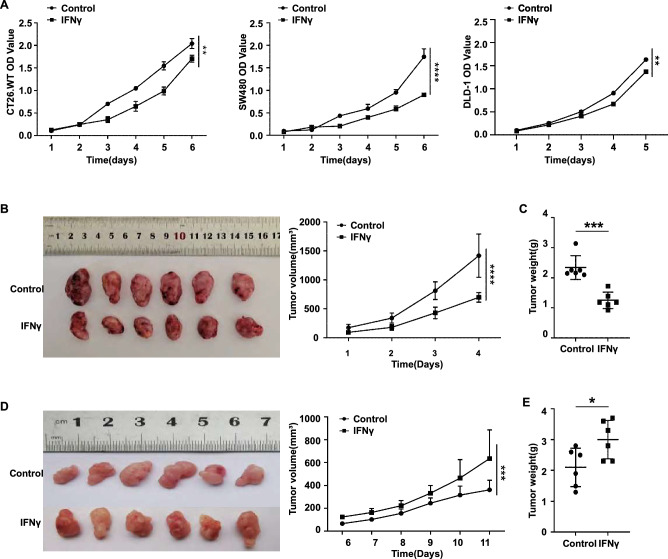
Effect of IFN-γ stimulation on the proliferation of CRC cells. (**A**) Evaluation of CRC cell proliferation by CCK-8 assays in vitro. Two-way ANOVA (**P < 0.01; ****P < 0.0001). (**B**) Volume curve and weight curve (**C**) of CT26 subcutaneous tumors in IM-d-mice. Two-way ANOVA (****P < 0.0001) (**B**), Student’s* t* test (***P < 0.001) (**C**). (**D**) Volume curve and weight curve (**E**) of CT26 subcutaneous tumors in IM-c-mice. Two-way ANOVA (***P < 0.001) (**D**), Student’s *t* test (*P < 0.05) (**E**).

In our in vivo study, we selected IM-d-mice and IM-c-mice for tumor growth assays using implanted CRC cells. First, we examined the growth trend of subcutaneously implanted CT26.WT tumors in IM-d mice. The IFN-γ stimulation group was compared with the control group, and the curves of both tumor volume (Fig. 1B) and final tumor weight (Fig. 1C) showed a decreasing trend in the IFN-γ stimulation group. These results suggest that IFN-γ stimulation can inhibit tumor growth in IM-d-mice, which is consistent with the results of the in vitro CCK-8 assay. However, in IM-c-mice, the tumors in IFN-γ-stimulated mice grew faster, and the final tumor volume (Fig. 1D) and weight were larger (Fig. 1E) than those in control mice. These results showed that IFN-γ stimulation promoted CRC tumor growth in IM-c mice. Therefore, we speculated that IFN-γ exerts an immunomodulatory effect through the TME.

### IFN-γ stimulation induces immunosuppression in CRC

We further explored the genetic alterations by which IFN-γ stimulation promoted the growth of subcutaneous tumors derived from implanted CT26.WT cells in IM-c-mice. Subcutaneous tumors were collected from the mice, and RNA sequencing (RNA-seq) was performed. 

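The RNA-seq libraries came from 6 subcutaneous CT26.WT tumors, 3 from the control group and 3 from the IFN-γ group. CT26.WT is a mouse colon carcinoma line of the BALB/c strain. According to the methods, each mouse of the IFN-γ group received 100 µL of IFN-γ at 100 ng/ml through the tail vein every 48 h, and control mice received PBS. The authors deposited the number of reads counted on each gene, without normalization. The paper's text does not name the aligner, the counting program, the strandedness or the genome build. The table lists 55487 genes by their Ensembl identifiers, and 28619 of them had 0 counts in every tumor. Control tumors 1, 2 and 3 had 15759300, 17382589 and 17559680 counts on genes. IFN-γ tumors 1, 2 and 3 had 17130660, 16662036 and 16624062. At this depth, a gene with 0 counts in a tumor allows a level of up to 0.171 to 0.190 CPM (counts scaled to library size), which is what 3 counts would give and covers counting error only.
The legend of Fig. 2 gives n = 2 for the IFN-γ group, with n = 3 controls in Fig. 2A and n = 2 in Fig. 2B. The paper names neither the tumors nor a reason for the smaller numbers. The colors of Fig. 2B were therefore compared with the counts. For the 11 genes other than Vtcn1, they matched the ratios of the counts of control 2, control 3, IFN-γ 1 and IFN-γ 2 to the count of control 1. The root mean square difference was 0.042, against 0.180 for the next of the 720 possible assignments of tumors. That next one has the same 5 tumors, with IFN-γ tumors 1 and 2 swapped. The closest assignment that includes IFN-γ tumor 3 was at 0.182. With CPM in place of counts, the first of these assignments again came closest, at 0.150. The swap was then at 0.230, and the closest assignment with IFN-γ tumor 3 at 0.239. The tumors of Fig. 2 were accordingly taken as the 3 controls and IFN-γ tumors 1 and 2, and IFN-γ tumor 3 as the one left out. This identification was made after the counts were seen. Values are given first for these 5 tumors and then for all 6.
Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization and its default filter on low counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. Among the 15487 genes tested in the 5 tumors, 381 were higher and 112 were lower in the IFN-γ group. Among the 15114 genes tested in all 6 tumors, 12 were higher and 5 were lower, and 1539 had an unadjusted p under 0.05. All 12 of the higher genes were also higher in the 5 tumors. Leaving out IFN-γ tumor 3 was the choice that moved the counts most among the fits that each left out 1 tumor. The other fits of that kind gave from 4 to 7 higher genes.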

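The categories of Fig. 2A were examined with 10 gene lists written by hand under the same names before the counts were seen, because the paper does not give its own lists. Each list was tested for over-representation among the genes higher in the IFN-γ group with a one-sided Fisher's exact test against all genes tested, adjusted over the 10 lists. In the 5 tumors of Fig. 2, 24 of the 62 tested genes for antigen processing and presentation were among the 381 higher genes (adjusted p = 4.9e-22, Fisher's exact test). For cell adhesion molecules the number was 26 of 104 (adjusted p = 8.2e-19, Fisher's exact test). For the intestinal immune network for IgA production it was 12 of 34 (adjusted p = 2.9e-11, Fisher's exact test). The 3 lists share genes of the major histocompatibility complex. Without these and Cd74, 9 genes for antigen processing, 12 for cell adhesion and 5 for the IgA network remained among the higher genes (adjusted p = 1.1e-06, 1.2e-06 and 0.00039, Fisher's exact test).
With all 6 tumors, 0 of the 12 higher genes belonged to any of the 10 lists. The median log2 fold change of the antigen processing list was 0.48 in the 5 tumors and 0.34 in all 6. For cell adhesion molecules the medians were 0.36 and 0.20. IFN-γ tumor 3 was taken as the one left out from the colors of Fig. 2B only. Across the tested genes of that panel, its log2 ratio to the controls ran from -0.66 for Gzmb to 0.11 for Cd302. The p-values of the 5 tumors do not account for leaving out a treated tumor with such values. The median log2 ratio of IFN-γ tumor 3 to the controls was 0.059 for antigen processing, -0.15 for cell adhesion molecules and -0.015 for the IgA network. Camera, a set test on all genes tested, was run with a preset correlation of 0.01. In all 6 tumors, camera gave adjusted p = 3.8e-08 for antigen processing and 0.025 for cell adhesion. Under fry, 0 of the 10 lists passed the adjusted threshold in either set of tumors.

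**Figure D1:**
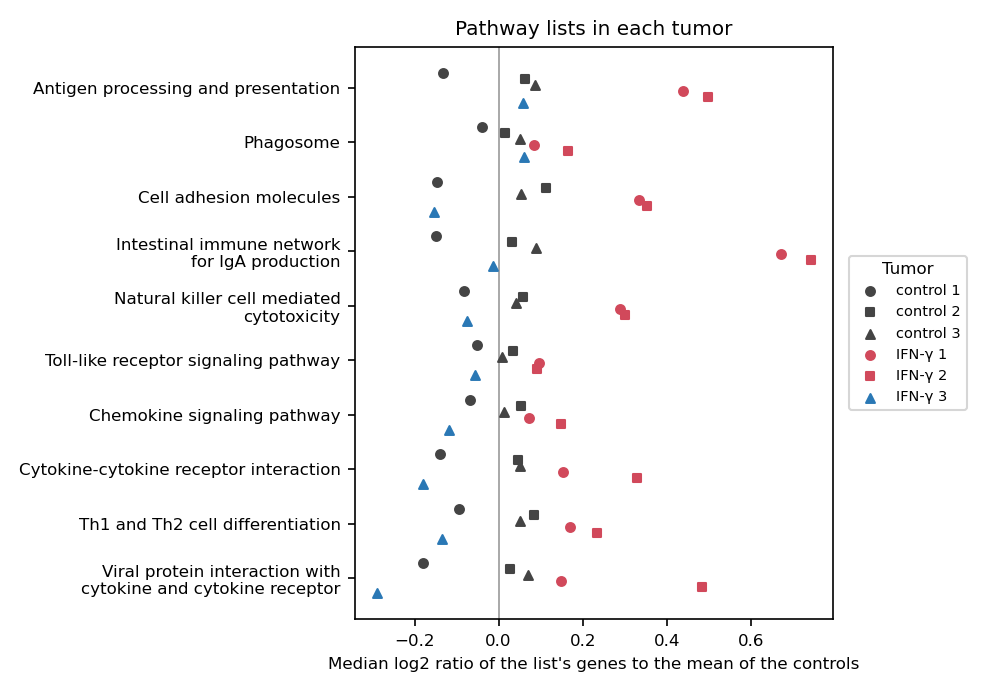
Median log2 ratio of the genes of each pathway list to the mean of the 3 control tumors, for each of the 6 tumors (horizontal axis, log2 units; 1 row per list). Points are single tumors; IFN-γ tumors 1 and 2 lie above every control in all 10 lists, and IFN-γ tumor 3 lies above every control in the phagosome list only.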

In the subcutaneous tumor tissue of the IFN-γ-stimulated group, pathways related to suppression, antigen presentation, and cell adhesion molecules were significantly upregulated (Fig. 2A). The corresponding differentially expressed genes, *Gzmb, Cd274, Vtcn1, Irf1, Cd86* and *Stat1* were also significantly activated (Fig. 2B). 

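Vtcn1 had 5, 11 and 1 counts in control tumors 1, 2 and 3. It had 1 and 0 counts in IFN-γ tumors 1 and 2, and 6 in IFN-γ tumor 3, so 24 reads in the 6 tumors together. In the tumors of Fig. 2, both IFN-γ values were at or under the 3 counts taken as the floor. The mean CPM fell by 0.301 from the control to the IFN-γ group there (two-sided exact permutation test, p = 0.4, where 0.2 is the smallest p that 3 tumors against 2 allow). In all 6 tumors the mean was 0.330 ± 0.282 CPM in the control group (SD, n = 3) and 0.143 ± 0.200 in the IFN-γ group (SD, n = 3; exact permutation test, p = 0.6, smallest possible 0.1). Vtcn1 was too low for the filter of the test across all genes. The exact test could not reach 0.05 with these group sizes, so it cannot decide whether Vtcn1 changed. The counts showed no rise, since the highest IFN-γ count, 6, was under the 11 of control tumor 2. With 24 reads in all, a small change could be missed.
Cd274, Irf1, Cd86 and Gzmb had far more reads. In the 5 tumors of Fig. 2, Cd274 was at 50.5 ± 15.9 CPM in the control group (SD, n = 3) and at 104 and 101 CPM in IFN-γ tumors 1 and 2. Its log2 fold change was 1.01 (standard error 0.21, adjusted p = 0.040 from edgeR's quasi-likelihood test). For Irf1, at 171 ± 36.3 CPM in the controls, the log2 fold change was 0.80 (standard error 0.15, adjusted p = 0.030, edgeR). Cd86 changed by 0.73 (standard error 0.15, adjusted p = 0.039, edgeR) and Gzmb by 0.73 (standard error 0.16, adjusted p = 0.046, edgeR).
IFN-γ tumor 3 had 38.8 CPM of Cd274, 177 of Irf1, 13.8 of Cd86 and 13.2 of Gzmb. With it, the log2 fold changes were 0.69 for Cd274, 0.60 for Irf1, 0.55 for Cd86 and 0.40 for Gzmb. The adjusted p lay between 0.40 for Cd86 and 0.75 for Gzmb in all 6 tumors, so none of these 4 genes passed the threshold there. The value for Gzmb rested on single tumors, at -0.0053 without IFN-γ tumor 2 and 0.73 without IFN-γ tumor 3.
From the RNA-seq data of Fig. 2B, the paper states that these genes and Vtcn1 were significantly activated in the IFN-γ group.

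**Figure D2:**
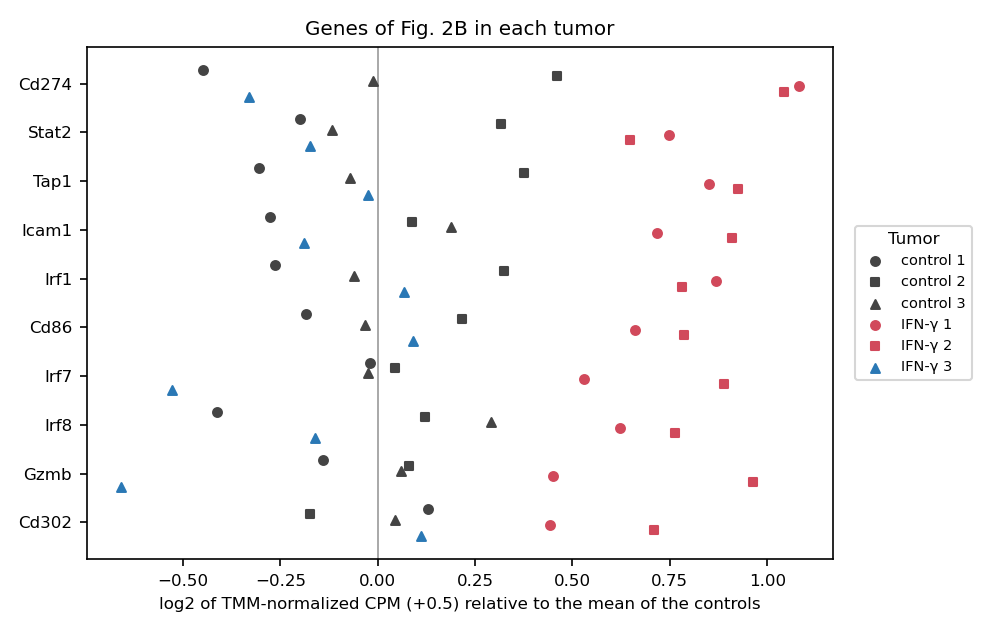
Log2 of TMM-normalized CPM (plus 0.5) relative to the mean of the 3 controls, for 10 genes of Fig. 2B in each of the 6 tumors. Points are single tumors; for Cd274, IFN-γ tumors 1 and 2 lie at 1.08 and 1.04 and IFN-γ tumor 3 at -0.33.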

Vtcn1, also known as B7H4, B7-H4, B7S1, and B7x, is a member of the B7 costimulatory protein family that was first identified in 2003. 

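In the GENCODE M21 annotation of GRCm38, Vtcn1 (ENSMUSG00000051076) is a protein-coding gene on the plus strand of chromosome 3, from 100825459 to 100896922, with 1 transcript of 6 exons. The paper names no build for its counts, and 99.4% of the identifiers in the count table are in that annotation. Cd274 lies on chromosome 19 from 29367455 to 29388095, and Cd86 on chromosome 16 from 36603869 to 36666081. Among the other members of the B7 family, Icosl had a log2 fold change of 0.80 in the 5 tumors of Fig. 2 (adjusted p = 0.0505, edgeR) and 0.66 in all 6 (adjusted p = 0.35, edgeR). Vsir changed by 0.45 (adjusted p = 0.044, edgeR) and by 0.33 (adjusted p = 0.45, edgeR) in the same 2 sets. Cd80 and Cd276 were lower in both sets, with log2 fold changes of -0.20 and -0.45 in the 5 tumors, and neither passed the threshold.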

B7H4 can inhibit T cell activation, proliferation, and cytokine production^13,14^. The expression of the above-mentioned immunosuppression-related proteins was verified in cultured CRC cell lines in vitro, and the results of western blotting showed the upregulation of protein expression in CT26.WT, SW480, and DLD-1 cells (Fig. 2C). qRT-PCR confirmed that IFN-γ stimulation promoted the upregulation of B7H4 mRNA expression (Fig. 2D). However, B7H4 expression was not induced by IFN-γ exposure in several CRC cell line such as HT29, SW620 and LoVo. We believe that the possible reason is the difference of detection results due to the individual differences between cell lines and the heterogeneity of tumors.

**Figure 2:**
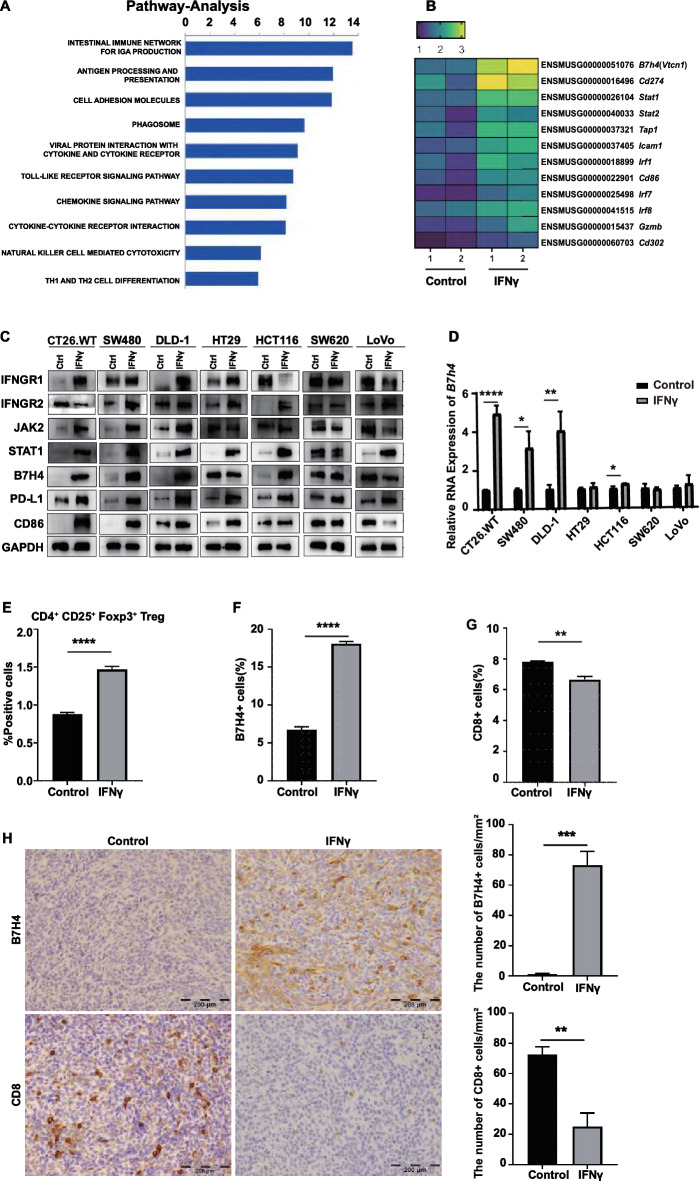
IFN-γ stimulation induces immunosuppression in CRC. (**A**) RNA-seq data of CT26.WT subcutaneous tumors showing the top ten pathways activated in the IFN-γ group (n = 2) compared with the control group (n = 3). The graph shows the category scores as -log10 (p values) determined by Fisher’s exact test. (**B**) RNA-seq data of CT26.WT subcutaneous tumors showing the top ten upregulated genes in the IFN-γ group (n = 2) compared with the control group (n = 2). The graph shows the category scores as -log10 (p values) determined by Fisher’s exact test. (**C**) The expression of interferon signaling pathway proteins in CRC cell lines was measured by Western blotting before and after IFN-γ stimulation. (The original images of Western blotting can be found in supplementary Figs. 3–9). (**D**) Comparison of relative *B7h4* RNA expression before and after IFN-γ stimulation in CRC cells, as determined by real-time qPCR. Multiple* t* tests. (**E**) T_reg_ cells in the peripheral blood of CT26.WT subcutaneous tumor-bearing IM-c-mice were analyzed by FC. (**F**) B7H4 protein expression in CT26.WT subcutaneous tumor cells was analyzed by FC. (**G**) The proportion of CD8^+^ T cells among CT26.WT subcutaneous tumor cells was determined by FC. (**H**) B7H4 and CD8 protein expression in CT26.WT subcutaneous tumors was detected by IHC staining. Scale bars, 200 μm. In (**E**) to (**H**), *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 by Student’s* t* test.

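The other 7 categories of Fig. 2A were tested with hand-written lists of the same names. In the 5 tumors of Fig. 2, the phagosome list had 28 of 109 tested genes among the higher genes (adjusted p = 2.2e-20, Fisher's exact test). Natural killer cell mediated cytotoxicity had 18 of 95 (adjusted p = 2.9e-11, Fisher's exact test). The chemokine list had 16 of 148, the cytokine-cytokine receptor list 16 of 177, and the Toll-like receptor list 12 of 82. Th1 and Th2 cell differentiation had 9 of 78 (adjusted p = 0.00014, Fisher's exact test). The list for viral protein interaction with cytokines had 7 of 69 (adjusted p = 0.0015, Fisher's exact test). Without genes of the major histocompatibility complex and Cd74, the Th1 and Th2 list kept 2 higher genes (adjusted p = 0.51, Fisher's exact test). None of these 7 lists held a gene called higher by edgeR with its default filter when all 6 tumors were tested. Other fits of all 6 tumors did call higher genes in some of them. For phagosome, the -log10 p of Fisher's exact test was 6.57 with DESeq2 and 20.5 with no filter on low counts. Limma-voom, library size only and upper-quartile factors called none in these lists. In IFN-γ tumor 3, the median log2 ratio to the controls was 0.060 for the phagosome list and -0.075 for the natural killer cell list.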

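Of the 12 genes shown in Fig. 2B, 11 were tested in both sets of tumors. In the 5 tumors, 9 of them passed the adjusted threshold over all genes, and 11 passed when adjusted over the list alone. The genes of the list were chosen by the study on these tumors, so the second number is not independent evidence. Irf8 and Cd302 did not pass over all genes, with log2 fold changes of 0.66 (adjusted p = 0.089, edgeR) and 0.58 (adjusted p = 0.061, edgeR). With all 6 tumors, 0 passed over all genes and 0 when adjusted over the list alone, and the log2 fold changes stayed above 0 for the 11 genes. Ordered by p among the genes with a positive fold change, the 11 genes stood between places 80 and 559 in the 5 tumors and between 539 and 2829 in all 6. Irf7, the gene at place 80, was at 261 and 335 CPM in IFN-γ tumors 1 and 2 and at 125 CPM in IFN-γ tumor 3, against 181 ± 4.94 CPM in the control group (SD, n = 3).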

FC and IHC analyses of mouse subcutaneous tumor tissues showed that in the IFN-γ stimulation group, the proportion of B7H4-expressing cells increased, while the proportion of CD8^+^ T cells infiltrating the tumor decreased (Fig. 2F–H). Peripheral blood samples were collected for FC. IFN-γ stimulation increased the proportion of regulatory T (T_reg_) cells in the peripheral blood of CT26 tumor-bearing IM-c mice (Fig. 2E). T_reg_ cells, a type of CD4^+^ T cells, specifically express the transcription factor FoxP3 in the nucleus and CTLA-4 and CD25 on their surface. T_reg_ cells are a subset of T cells that specifically mediate immunosuppression and play a role in maintaining immune self-tolerance and homeostasis^15^. In conclusion, we conclude that IFN-γ stimulation can induce immunesuppression of CRC. IFN-γ-induced elevated B7H4 and T_reg_ cells are synergistically involved in tumor immunosuppressive pathway. However, the immune regulatory factors in TME of CRC are complex, involving many immune cells and cytokines, such as CD8, CD4, NK, DC and MDSC cells, which may play a role in TME of CRC. In fact, it is necessary to detect immune cells in every direction in TME of CRC. This will be our next supplementary study.

### B7H4 promotes cell growth

To study the effect of B7H4 in the IFN-γ pathway on the growth of CRC cells, we first transfected B7H4 overexpression and interference vectors into CT26.WT cells to generate stable cell lines, and then verified these cell lines using western blotting and qRT-PCR (Supplementary Fig. 1).

The CT26.WT cell line with stable B7H4 overexpression (hereafter referred to as CT26-B7H4) was used for the subcutaneous tumorigenesis assay in IM-c-mice (Fig. 3A). The growth curve of the subcutaneous tumors (Fig. 3B) and statistical analysis of the final tumor weight (Fig. 3C) confirmed that B7H4 overexpression accelerated the growth of the CT26.WT subcutaneous tumors. Subcutaneous tumor tissue was subjected to FC (Fig. 3D) and IHC (Fig. 3E) analyses, which confirmed that the proportion of B7H4-positive cells increased and that of infiltrating CD8^+^ T cells (cytotoxic T lymphocytes, CTLs) decreased in the subcutaneous tumor tissue of B7H4-overexpressing mice. Simultaneously, we used the CT26.WT cell line with stable B7H4 interference (CT26-shB7H4) in a subcutaneous tumorigenesis assay in IM-c-mice, and found that interference with B7H4 expression inhibited the growth of CT26 subcutaneous tumors (Fig. 3F–H). The results of subcutaneous tumorigenesis assays showed that in the subcutaneous tumor tissue of mice in the B7H4 knockdown group, the proportion of B7H4-positive cells decreased (Fig. 3I,J), but the proportion of infiltrating CD8^+^ T cells increased (Fig. 3J). In view of the reverse trend of CD8 expression in CT26-shB7H4 tumors detected by FC (Fig. 3I) and IHC (Fig. 3J), we analyzed two possible reasons: (1) The weak staining of CD8 and the presence of necrotic cells in tumor cells interfere with the expression of CD8; (2) Due to the small number of CD8 T cells, the high threshold was adjusted in the process of setting the FC gate, resulting in the loss of CD8 cell statistical data.

**Figure 3:**
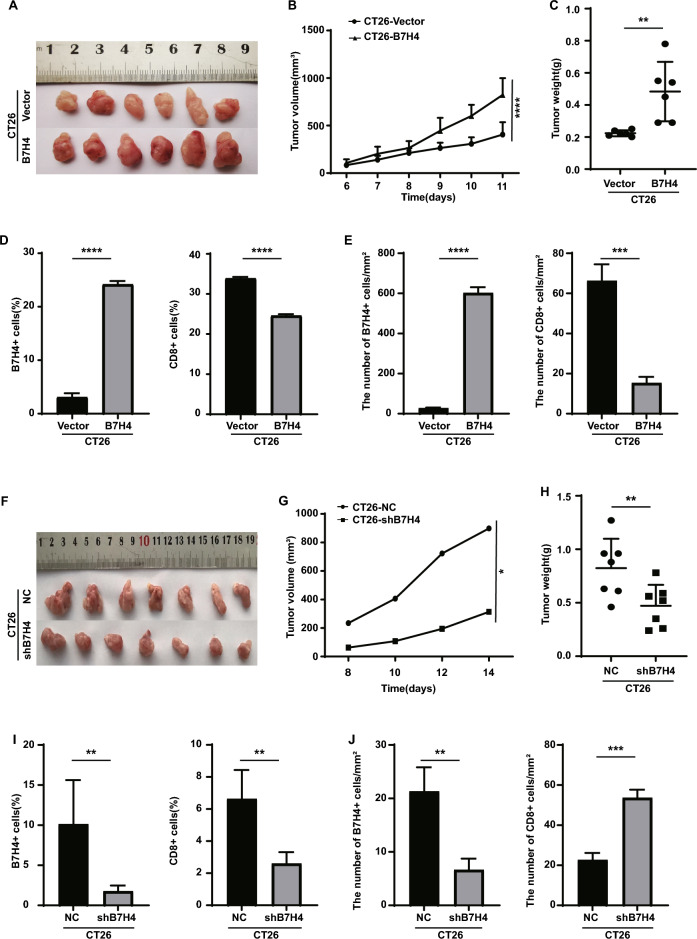
Effects of B7H4 on CRC tumor growth. (**A**) Subcutaneous tumors in the vector and CT26-B7H4 groups. (**B**) Subcutaneous tumor growth curves. Two-way ANOVA (****P < 0.0001). (**C**) Subcutaneous tumor weight. Student’s *t* test (**P < 0.01). (**D**) The proportions of B7H4- and CD8-positive cells in subcutaneous tumor tissue were determined by FC and (**E**) IHC staining. Student’s* t* test (***P < 0.001; ****P < 0.0001). (**F**) Subcutaneous tumors in the negative control (NC) and CT26-shB7H4 groups. (**G**) Growth curves of subcutaneous tumors in the NC and CT26-shB7H4 groups. Two-way ANOVA (*P < 0.05). (**H**) Weights of subcutaneous tumors in the NC and CT26-shB7H4 groups. Student’s *t* test (**P < 0.01). (**I**) The proportion of B7H4- and CD8-positive cells in subcutaneous tumor tissues in the NC and CT26-shB7H4 groups was determined by FC and (**J**) IHC staining. Student’s *t* test (**P < 0.01; ***P < 0.001).

Our research suggests that the expression of B7H4 in CRC has a trend opposite to that of the number of infiltrated CD8^+^ T cells, and that both of these factors control tumor progression. B7H4 inhibits the infiltration of CD8^+^ T cells into tumor tissues and plays an important role in promoting the growth of CRC cells.

### B7H4 inhibits CTLs

To verify the effect of B7H4 on immune activity and cytotoxicity (tumoricidal ability) of CD8^+^ T cells, we co-cultured isolated and activated CD8^+^ T cells with tumor cells from the CT26-B7H4 and CT26-shB7H4 groups. CD8^+^ T cell apoptosis and the release of cytotoxic mediators GzmB and perforin were detected using FC. Cytotoxic CD8^+^ T cells can utilize granzyme and perforin molecules packaged in cytotoxic granules to kill virus-infected tumor cells. Among the granzyme family members, GzmB has the strongest pro-apoptotic effects^16^.

The proportion of CD8^+^ T cells that released the cytokine GzmB was significantly lower in the CT26-B7H4 co-culture group than that in the CT26-vector group (Fig. 4A). Moreover, apoptosis analysis showed that the apoptosis rate of CD8^+^ T cells in the peripheral blood was significantly increased in the CT26-B7H4 co-culture group (Fig. 4B). Conversely, the release of GzmB from CD8^+^ T cells in the CT26-shB7H4 co-culture group was higher than that in the CT26-vector group (Fig. 4C), whereas the apoptosis rate of CD8^+^ T cells significantly decreased in the CT26-shB7H4 co-culture group (Fig. 4D). These results confirmed that B7H4 exerts an immunosuppressive effect, reduces the cytotoxicity of CD8^+^ T cells, and weakens the tumoricidal ability of CD8^+^ T cells.

**Figure 4:**
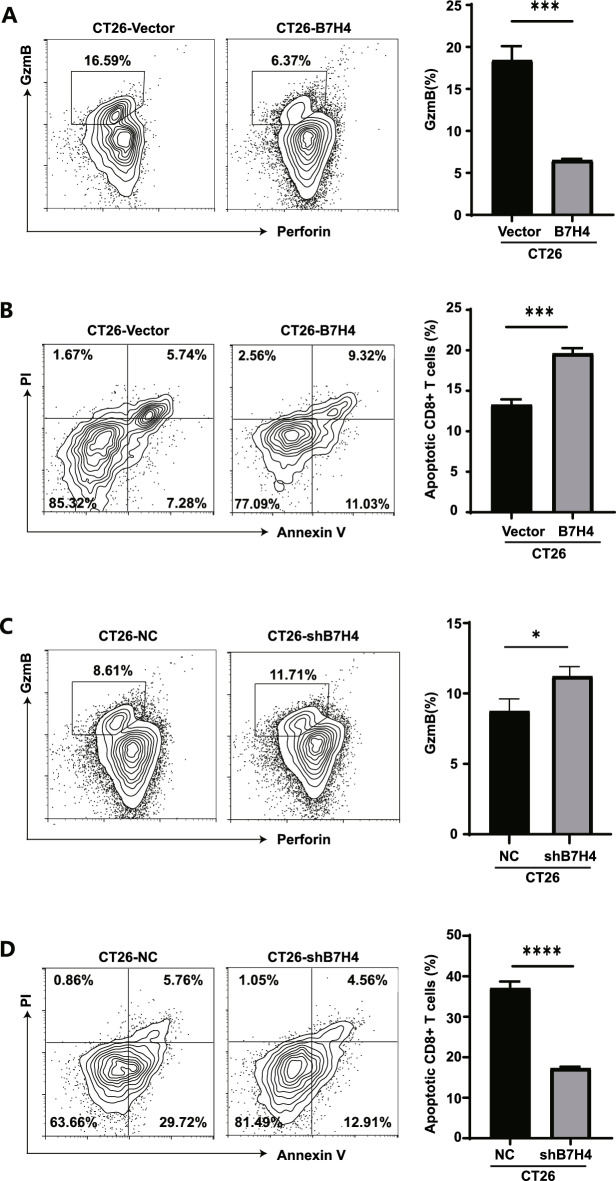
B7H4 inhibits CTLs. (**A**) Detection of cytotoxic cytokine release and (**B**) apoptosis of CD8^+^ T cells in the CT26-vector and CT26-B7H4 groups of co-cultured cells by FC. Student’s* t* test (***P < 0.001). (**C**) Detection of cytotoxic cytokine release and (**D**) apoptosis of CD8^+^ T cells in the CT26-vector and CT26-shB7H4 groups of co-cultured cells by FC. Student’s* t* test (*P < 0.05; ****P < 0.0001).

### IFN-γ-mediated regulation of B7H4 expression in CRC cells is related to IRF1

To investigate the mechanism of B7H4 regulation, it is necessary to identify the transcription factor upstream of its target gene B7H4. Using the Gene-Cloud of Biotechnology Information (GCBI) database, we predicted that many transcription factors regulate B7H4. We selected the nuclear transcription factor IRF1, which is related to the interferon signaling pathway and had a higher score than the other predicted transcription factors. We then separately verified the expression of IRF1 in the interferon signaling pathway in CRC cell lines at the translational (Fig. 5A) and transcriptional levels (Fig. 5B). Both the protein and mRNA levels of IRF1 significantly increased after stimulation with IFN-γ. IRF1 is the first member of the interferon transcription factor family and was discovered^17^ in 1988. IRF1 is closely related to immune regulation: it inhibits the activity of dendritic cells^18^**,** positively regulates the development of CD8^+^ T cells^19^, and is a key gene in Th1 differentiation^20^.

**Figure 5:**
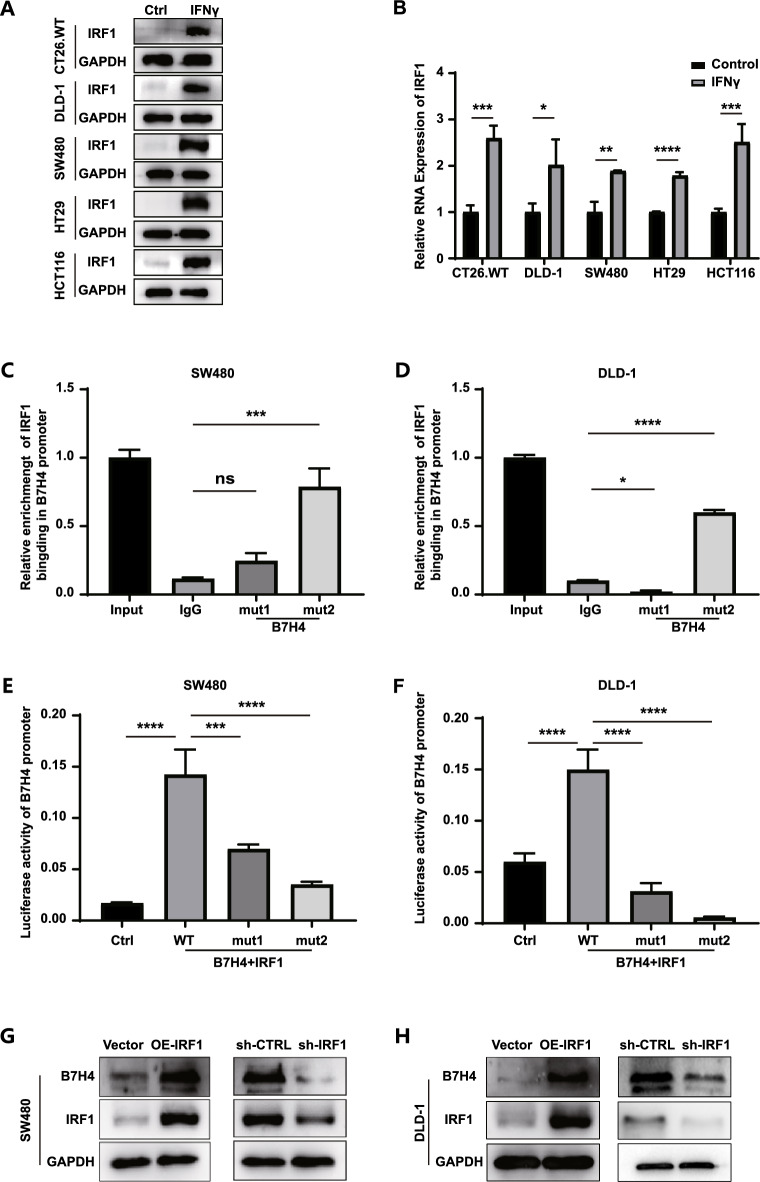
IRF1 regulates B7H4 expression. (**A**) The expression of IRF1 in CRC cells before and after IFN-γ stimulation was determined by Western blotting (the original images of Western blotting can be found in supplementary Figs. 10–14). (**B**) Representative qPCR results showing the expression of IRF1 before and after IFN-γ stimulation. (**C**) Relative enrichment of IRF1 binding in the B7H4 promoter, as determined by ChIP‒qPCR in SW480 and (**D**) DLD-1 cells. (**E**) Dual luciferase activity of the B7H4 promoter in SW480 and (**F**) DLD-1 cells. (**G**) Changes in B7H4 expression after overexpression of IRF1 (OE-IRF1) or silencing of IRF1 (sh-IRF1) were evaluated by Western blotting in SW480 and (**H**) DLD-1 cells. (The original images of Western blotting can be found in supplementary Figs. 15, 16). In (**B**), the data are presented as the means ± SDs. Student’s* t* test (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001). In (**C**) to (**F**), one-way ANOVA (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001).

We then determined the promoter sequence of the target gene *Vtcn1* (encoding B7H4) using the University of California, Santa Cruz (UCSC) database and predicted the binding site of the transcription factor IRF1 and the B7H4 promoter sequence using the JASPAR public database. The predicted results suggest that there are two possible binding sites (Supplementary Fig. 2). Therefore, we designed and synthesized qPCR primers based on these two putative binding sites and constructed knockout vectors containing the sequences of these binding sites. ChIP-qPCR and dual-luciferase reporter assays were used to verify the reliability of binding site predictions. Both experimental methods identified mut2, the sequence GGAAGGGAAAGC, located 824–835 bp upstream of the transcription start site of B7H4, as a more efficient and reliable binding site (Fig. 5C–F). Finally, we tested the effects of IRF1 overexpression and knockdown on the expression of the downstream protein, B7H4. Western blotting results showed that the transcription factor IRF1 positively regulated the expression of the downstream B7H4 protein (Fig. 5G,H).

### Relationship of B7H4 expression with clinicopathologic parameters in CRC patients

To clarify the clinical significance of B7H4 expression in CRC, we selected 249 CRC specimens from patients with complete follow-up data (11 years), prepared serial sections, and performed IHC staining.

B7H4 was localized mainly in the cytoplasm of tumor cells. The specimens were classified into two groups: one with high expression and the other with low B7H4 expression (Fig. 6A). Clinicopathological correlation analysis showed that high expression of B7H4 was positively correlated with advanced clinical stage, lymph node metastasis, and distant tumor metastasis (Table 1). The results of survival analysis showed that CRC patients with high B7H4 expression had a significantly shorter survival time and poorer prognosis (Fig. 6B). A positive correlation between high B7H4 expression and poor prognosis has also been identified in other solid malignancies, such as breast^21^ pancreatic^22^, non-small cell lung^23^, and ovarian cancers^24^. CD8 was mainly localized in the cell membranes of tumor-infiltrating lymphocytes in CRC samples (Fig. 6C), and the degree of CD8^+^ T-cell infiltration was mainly related to the degree of tumor differentiation and distant metastasis status (Table 2). The results of the survival analysis showed that the survival time of CRC patients with low CD8 expression was significantly shorter, and the prognosis was poorer (Fig. 6D).

**Figure 6:**
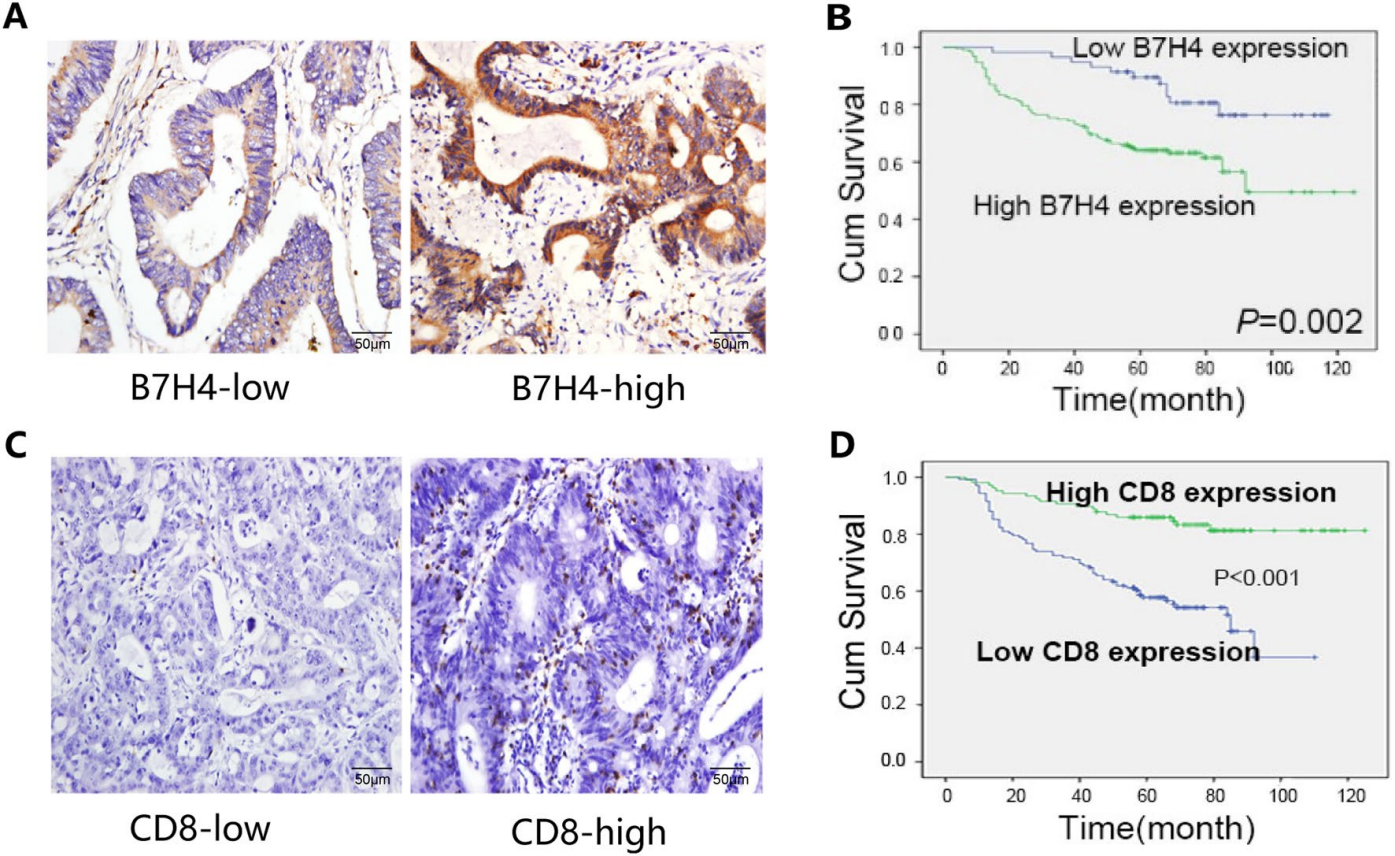
The expression and prognostic significance of B7H4 and CD8 in CRC tissues. (**A**) The expression of B7H4 in CRC tissues was evaluated by IHC staining. Scale bars, 50 μm. (**B**) The relationship between B7H4 expression and prognosis was confirmed by Kaplan–Meier survival analysis. (**C**) The expression of CD8 in CRC tissues was evaluated by IHC staining. Scale bars, 50 μm. (**D**) The relationship between CD8 expression and prognosis was confirmed by Kaplan–Meier survival analysis. Kaplan–Meier survival analysis (**P < 0.01; ****P < 0.0001).

**Table 1:** B7H4 expression status-dependent clinicopathologic features in CRC (n = 249).

Variables	N	B7H4-low	B7H4-high	*P*
Age				0.264
< 60 years	119	24	95	
≥ 60 years	130	34	96	
Gender				0.425
Male	152	38	114	
Female	97	20	77	
Tumor stage				0.001
I	52	21	31	
II	113	26	87	
III/IV	84	11	73	
Lymph node metastasis				0.007
Absence	165	47	118	
Presence	84	11	73	
Distant metastasis				0.015
M0	146	42	104	
M1	103	16	87	
Tumor location				0.995
Rectum	113	31	102	
Colon	116	27	89	
Differentiation				0.078
WD	105	33	72	
MD	111	20	91	
PD	19	3	16	
Mucinous/signet	14	2	12	
Size				0.503
< 4 cm	77	20	57	
≥ 4 cm	172	38	134

**Table 2:** CD8 expression status-dependent clinicopathologic features in CRC (n = 249).

Variables	N	CD8-low	CD8-high	*P*
Age				0.044
< 60 years	119	60	59	
≥ 60 years	130	82	48	
Gender				0.729
Male	152	88	64	
Female	97	54	43	
Tumor stage				0.090
I	52	23	29	
II	113	66	47	
III/IV	84	53	31	
Lymph node metastasis				0.168
Absence	165	89	76	
Presence	84	53	31	
Distant metastasis				0.000
M0	146	64	82	
M1	103	78	25	
Tumor location				0.323
Rectum	133	72	61	
Colon	116	70	46	
Differentiation				0.015
WD	105	52	53	
MD	111	70	41	
PD	19	8	11	
Mucinous/signet	14	12	2	
Size				0.596
< 4 cm	77	42	35	
≥ 4 cm	172	100	72	

WD, well differentiated; MD, moderately differentiated; PD, poorly differentiated. P-values were calculated using the chi-squared test or Fisher’s exact test.

### Source of interferon in the TME of CRC

The TME, the internal environment in which tumor cells exist, includes not only the tumor cells themselves but also other diverse cells and structures, such as microvessels, fibroblasts, immune and inflammatory cells in the surrounding intercellular milieu, and diverse cytokines secreted by these cells. Interferons are important cytokines in the TME. However, only certain cell types secrete IFN. Hematopoietic cells are the main cellular source of IFN-α, whereas fibroblasts are the main cellular source of IFN-β^25^. Initially, it was believed that only CD4^+^ T helper type 1 (Th1) lymphocytes, CD8^+^ cytotoxic T lymphocytes, and NK cells produce IFN-γ^26,27^.However, current evidence indicates that other cells such as B cells, natural killer T (NKT) cells and antigen-presenting cells (APCs) can also secrete IFN-γ^28–32^.

To verify this hypothesis, we simulated the TME in vitro with a focus on SW480 CRC cells, selected primary isolated TAFs, and identified these cells using immunofluorescence staining (Fig. 7A). Peripheral blood mononuclear cells (PBMCs) and human umbilical vein endothelial cells (HUVECs) were co-cultured as non-tumor components to determine the source of IFN. The co-culture supernatant was subjected to solid-phase ELISA, and the results (Fig. 7B) showed that the IFN-γ level was obviously increased in the PBMC and HUVEC monoculture groups and in the PBMC and HUVEC co-culture groups but was very low in both the TAF and SW480 cell monoculture groups and in the TAF and SW480 cell co-culture groups.

**Figure 7:**
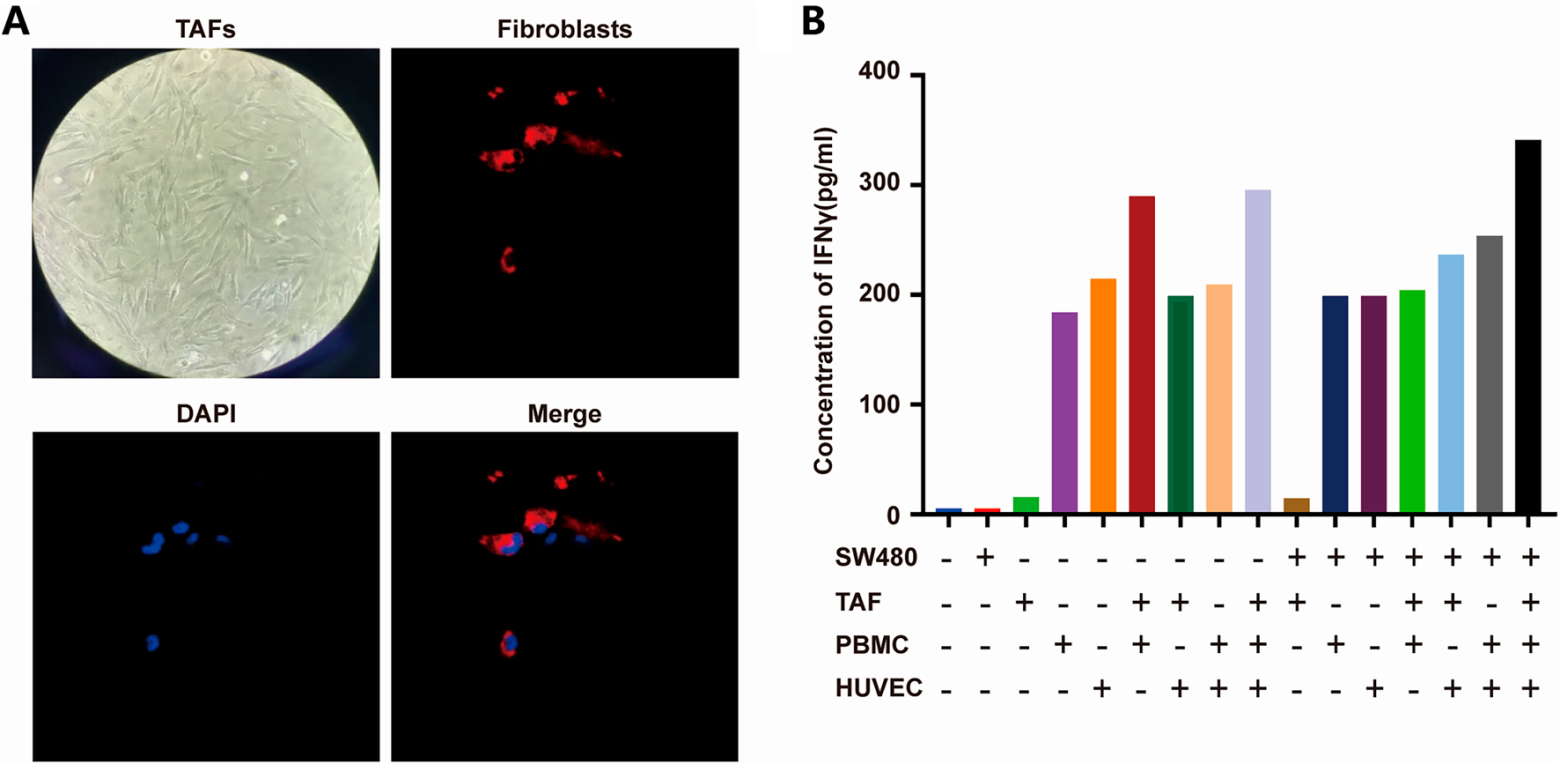
Source of IFN-γ in the TME of CRC. (**A**) Identification of TAFs by immunofluorescence staining and morphological analysis. (**B**) Quantification of IFN-γ secretion in the TME by ELISA.

Our study suggests that PBMCs and HUVECs in the TME are primary cellular sources of IFN-γ. However, more detailed research is needed to confirm the precise source of IFN-γ in the inflammatory cells.

## Discussion

Although IFN-γ has long been considered to exhibit antitumor activity, clinical trials have shown contradictory results regarding its effectiveness or ineffectiveness, preventing its clinical application. The main reason that IFN-γ cannot be applied clinically is its antitumor mechanism, the signaling pathway that it mediates, and the specific effect of its activity on the tumor immune environment is unclear. In our study, we found that although there is a balance between immune activation and immune-suppression in the TME, due to the existence of IFN-γ/IRF1/B7H4 regulatory axis seems to break this balance. Inflammatory cells in the TME secrete large amounts of IFN- γ, and then regulate the production of B7H4 by target cells to induce immunosuppressive effect.

The functional status of immune cells and cytokines in the TME partially determines the survival of tumor cells. The cytokine interleukin-1 α (IL-1 α) promotes the survival of breast cancer cells by inducing the expression of the key tumor survival-promoting cytokine, TSLP^33^. Cytokines in the TME facilitate tumorigenesis, progression, metastasis, and distant colonization of malignant cells in pancreatic ductal adenocarcinoma through their receptors^34^. The immunological effect of IFN-γ, an immunoactive cytokine, on carcinogenesis in TME is unclear. Our study found that the effect of IFN-γ on CRC cells varied with the immune microenvironment. IFN-γ exerted an inhibitory effect on CRC cells in IM-d-mice but promoted tumor growth in CRC cells in IM-c-mice. Because of the pleiotropic and complex effects of IFN-γ, its overall effect on tumor growth in the TME depends on the balance between antitumor and pro-tumor IFN-γ signaling.

To harness the antitumor bias of IFN-γ in tumor immunotherapy, it is necessary to understand the effector molecules involved in IFN-γ-induced immunosuppression. Previous studies have shown that IFN-γ promotes the expression of the inhibitory molecules PD-L1/PD-1, CTLA-4, indoleamine 2,3-dioxygenase 1 (IDO1) and inducible nitric oxide synthase (INOS)^35–38^, all of which limit antitumor immunity. Our study is the first to show that B7H4, another immunosuppressive molecule in the IFN-γ signaling pathway, plays a distinct role in CRC. The expression of B7H4 is regulated by the transcription factor IRF1, and induces an immunosuppressive effect by promoting the release of GzmB from CD8^+^ T cells and promoting apoptosis in CD8^+^ T cells. We also proved that simply knocking out B7H4 (i.e., the *Vtcn1* gene) can inhibit tumor growth. Therefore, immunotherapy targeting the IFN-γ/IRF1/B7H4 axis is promising.

Currently, strategies targeting CTLA-4 and PD-1 on CTLs and their main ligand PD-L1 on cancer cells have been tested in clinical trials^39,40^. B7H4 is expected to be another ICB target, after PD-L1/PD-1 and CTLA-4. Our clinical research results showed that the poor prognosis of patients with CRC is related to high expression of B7H4 or low infiltration levels of CTLs. Based on this finding, if an anti-B7H4 monoclonal antibody neutralizes the immunosuppressive effect and restores the cytotoxic effect of CTLs on CRC cells, CRC tumor progression may be altered. This will be the focus of future studies. B7H4 is also upregulated in a variety of tumors, including ovarian and breast cancer^41^. Dangaj's research in ovarian cancer showed that the use of recombinant antibodies to target B7H4 can restore the activation of the T-cell activation pathway^42^. Moreover, pharmacological inhibition of B7H4 glycosylation has been reported to restore antitumor immunity in immune-cold breast tumors^43^. These findings support our view that inhibiting B7H4 function and restoring T-cell function in patients with cancer has potential therapeutic value.

In summary, the IFN-γ/IRF1/B7H4 axis may promote CRC progression by inhibiting immune response (Fig. 8). Thus, B7H4 can be used as a marker of poor prognosis in patients with CRC and may be a new target for CRC immunotherapy.

**Figure 8:**
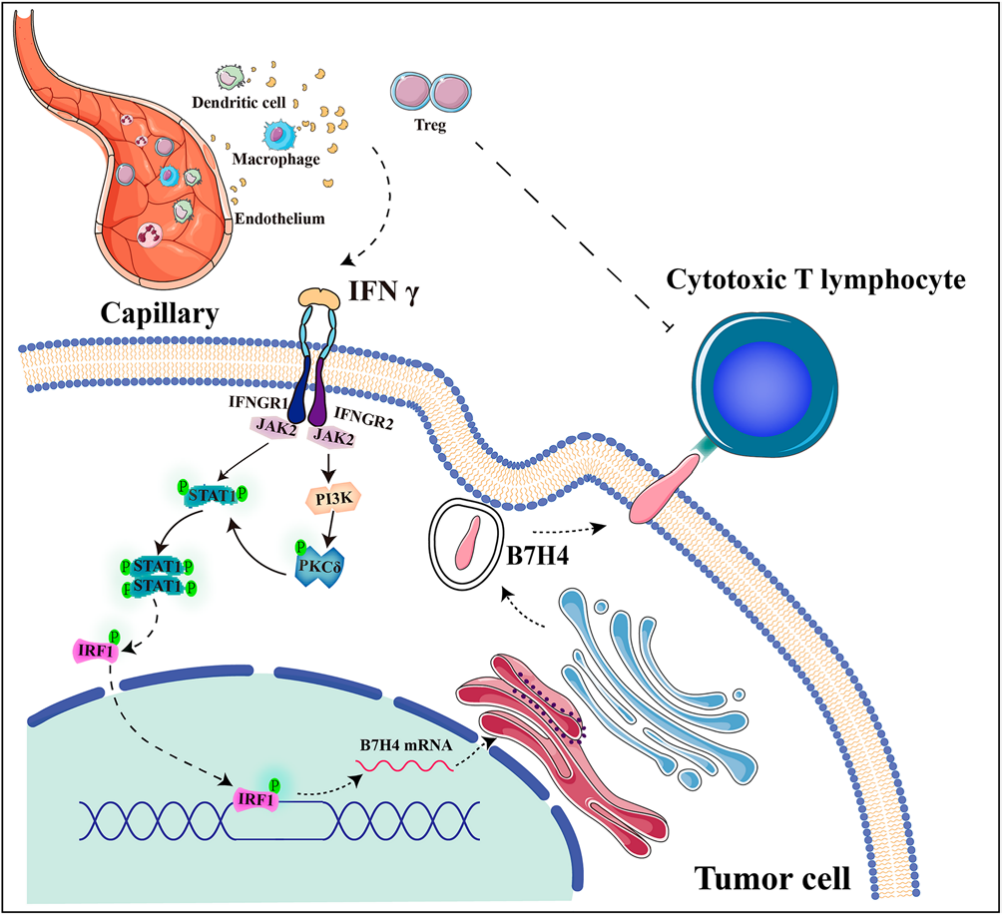
Graphical abstract. Diagram showing the regulatory pathway of IFN-γ and its effects on CRC cells in the TME.

### Supplementary Information

Supplementary Information.

## Data Availability

The datasets generated in the current study can be obtained in the [GEO] repository, [series GSE252712].

## Abbreviations

IFN-γ: Interferon-γ
TME: Tumor microenvironment
CRC: Colorectal cancer
B7H4: B7 homologous protein 4
GzmB: Granzyme B
IRF1: Interferon regulatory factor 1
IM-d-mice: Immunodeficient BALB/c nude mice
IM-c-mice: Immunocompetent BALB/c mice
ICB: Immune checkpoint blockade
FC: Flow cytometry
IHC: Immunohistochemical
CTLA-4: Cytotoxic T lymphocyte-associated protein 4
PD-L1: Programmed cell death protein ligand 1
PD-1: Programmed cell death protein 1
CTLs: Cytotoxic T lymphocytes

# Supplementary material for: Interferon-γ in the tumor microenvironment promotes the expression of B7H4 in colorectal cancer cells, thereby inhibiting cytotoxic T cells
**Source:** Sci Rep. 2024 Mar 13;14:6053. doi: 10.1038/s41598-024-56681-3
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplemental Information**

**Interferon-γ in the tumor microenvironment promotes the expression of B7H4 in colorectal cancer cells, thereby inhibiting cytotoxic T cells**

**Zhi-liang Jing^1,2,3#^,** **Guang-long Liu^1,2#^ ,Na Zhou^4#^, Dong-yan Xu^1,2#^, Na Feng^5^ , Yan Lei^1,2^, Li-li Ma^6^, Min-shan Tang^1,2^ , Gui-hui Tong^7^, Na Tang^8^** **^✉^ , Yong-jian Deng^1,2✉^**

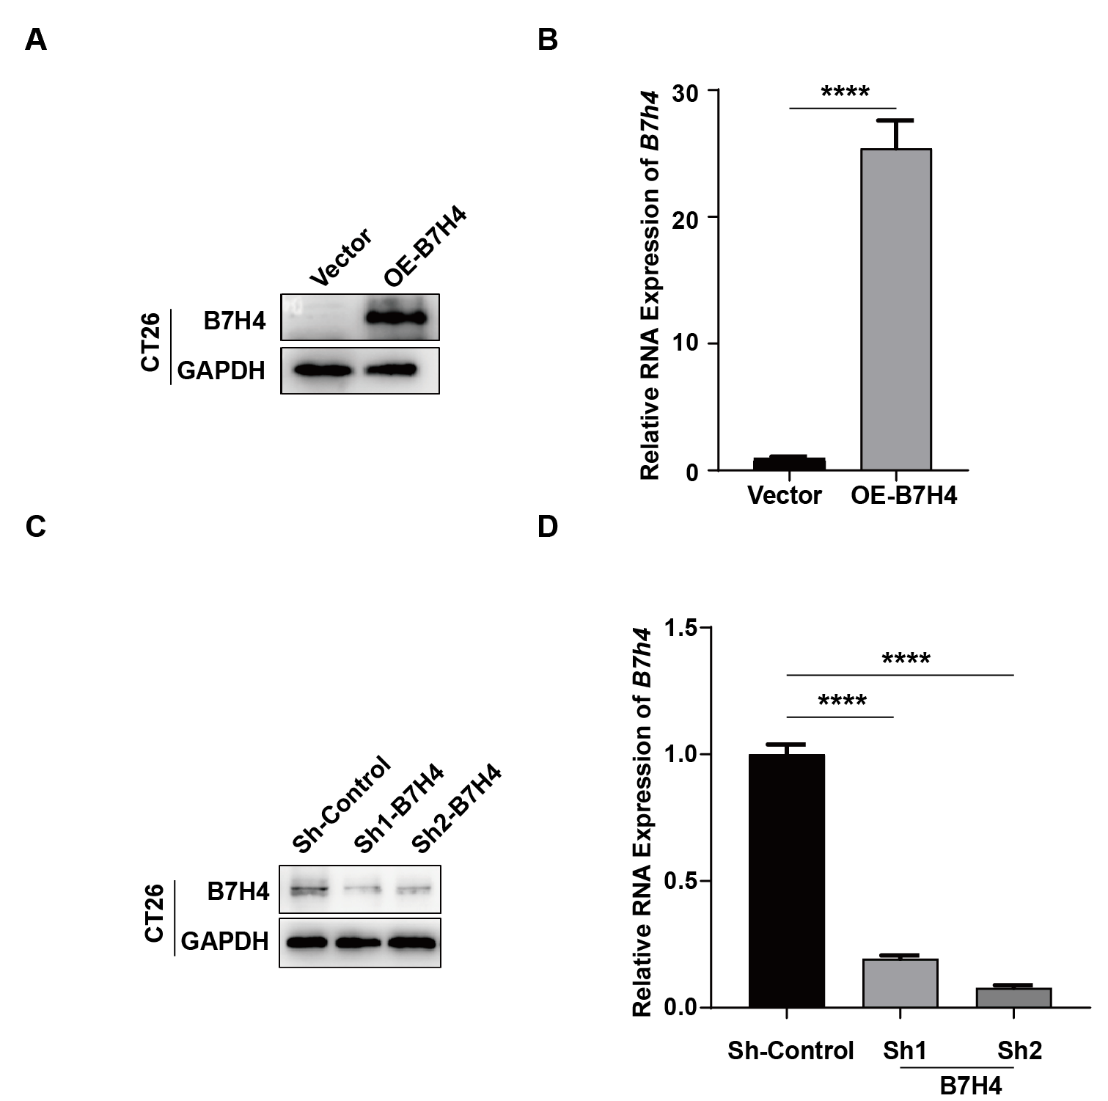

**Supplementary Fig. 1 Verification of stable strain of CT26-B7H4 or CT26-shB7H4**

**A** The expression of B7H4 protein in vector group and OE-B7H4 group was detected by Western Blot.

**B** The relative RNA expression of *B7h4* in vector group and OE-B7H4 group was detected by qPCR. Student’s *t* test (****, P < 0.0001).

**C** The expression of B7H4 protein in control group and sh1-B7H4sh2-B7H4 group was detected by Western Blot.

**D** The relative RNA expression of *B7h4* in control group and sh1-B7H4sh2-B7H4 group was detected by qPCR. Student’s *t* test (****, P < 0.0001).

**
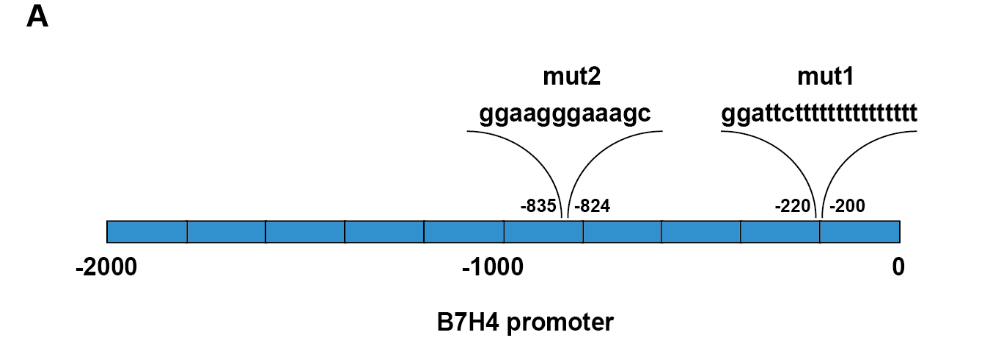
**

**Supplementary Fig. 2 Sequence of B7H4 promoter region and possible binding sites to IRF1**

**The original Western blotting images of Fig. 2c in the text is as follows:**

**
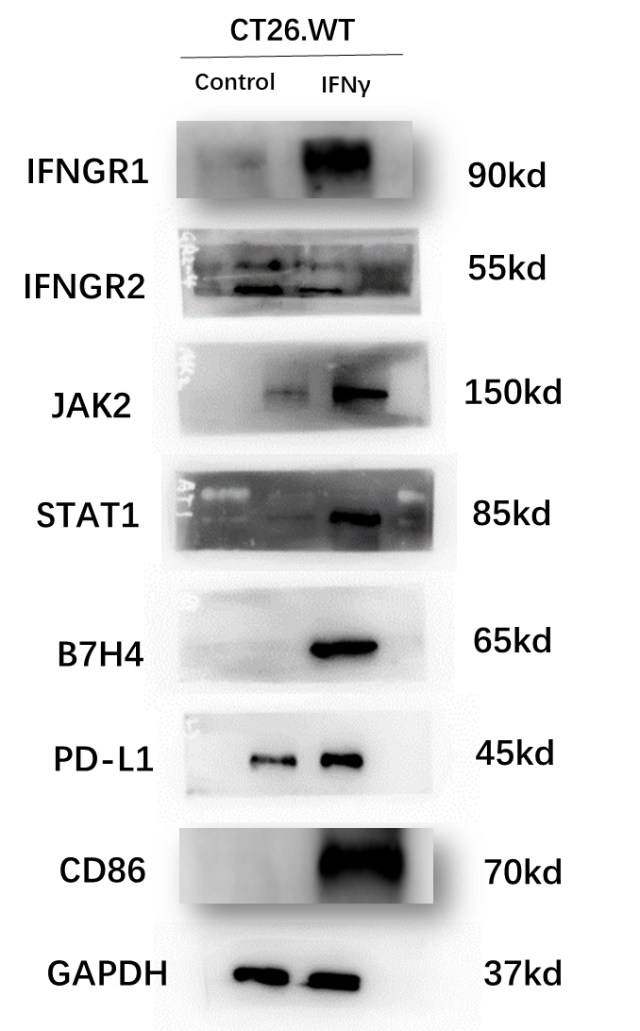
**

**Supplementary Fig. 3** The expression of interferon signaling pathway proteins in CT26.WT cell line was measured by Western blotting before and after IFN-γ stimulation.

**
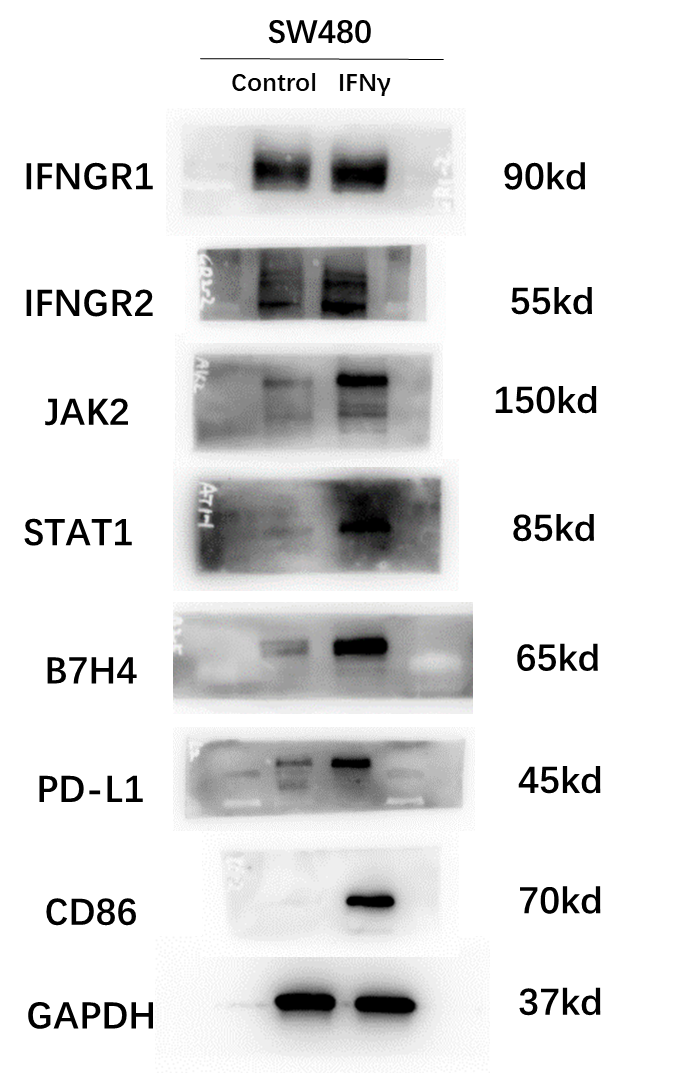
**

**Supplementary Fig. 4** The expression of interferon signaling pathway proteins in SW480 cell line was measured by Western blotting before and after IFN-γ stimulation.

**
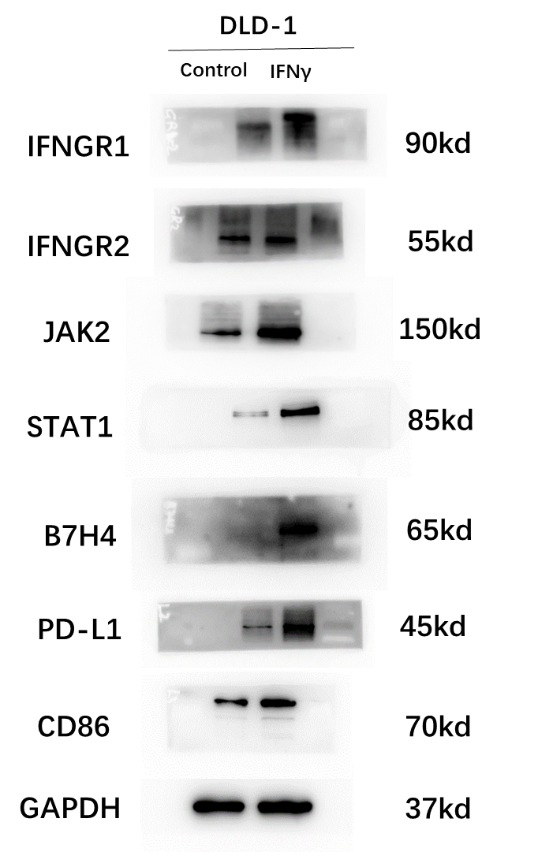
**

**Supplementary Fig.5** The expression of interferon signaling pathway proteins in DLD-1 cell line was measured by Western blotting before and after IFN-γ stimulation.

**
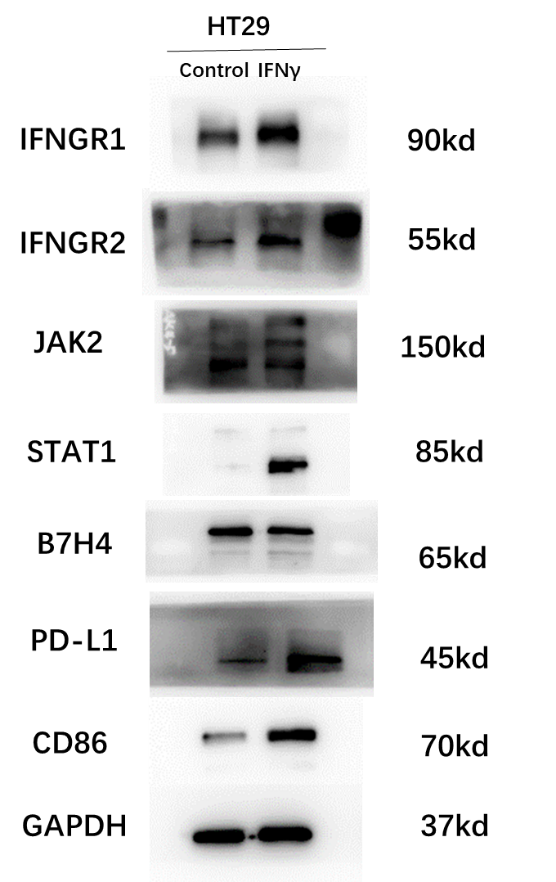
**

**Supplementary Fig.6** The expression of interferon signaling pathway proteins in HT29 cell line was measured by Western blotting before and after IFN-γ stimulation.

**
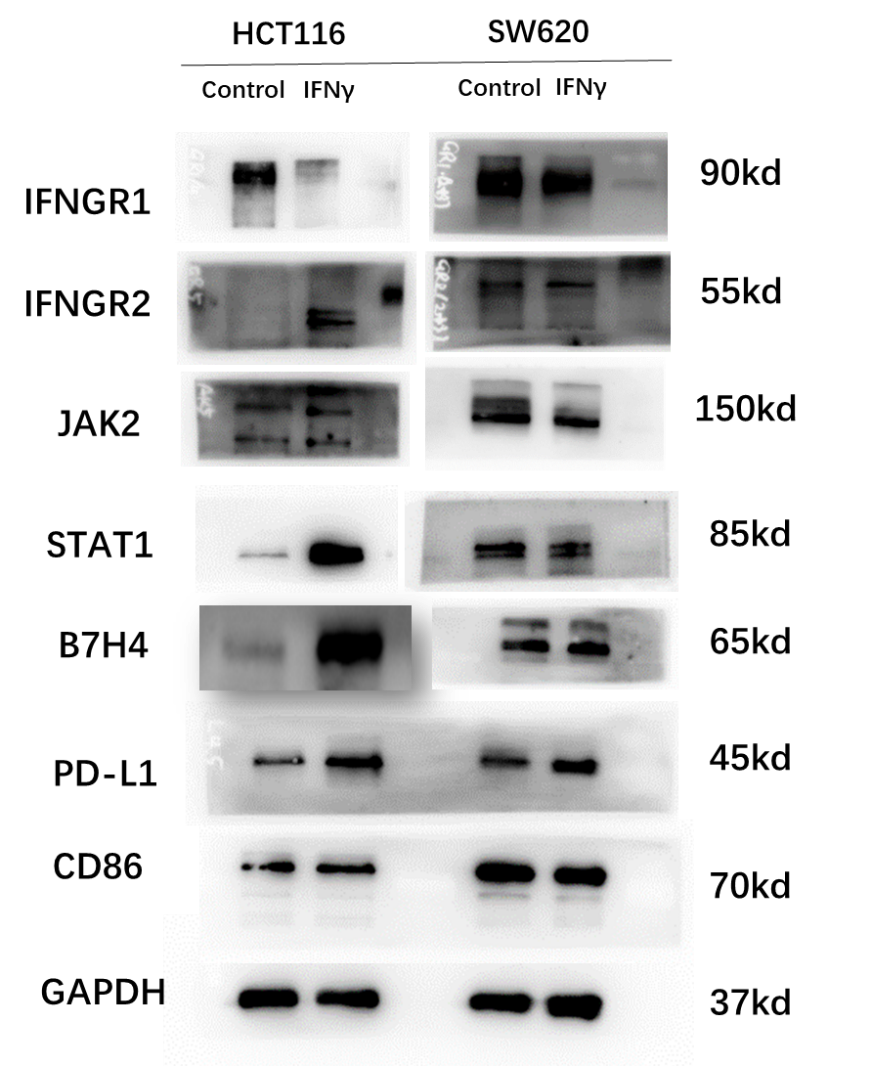
**

**Supplementary Fig.7** The expression of interferon signaling pathway proteins in HCT116 and SW620 cell lines was measured by Western blotting before and after IFN-γ stimulation.

**
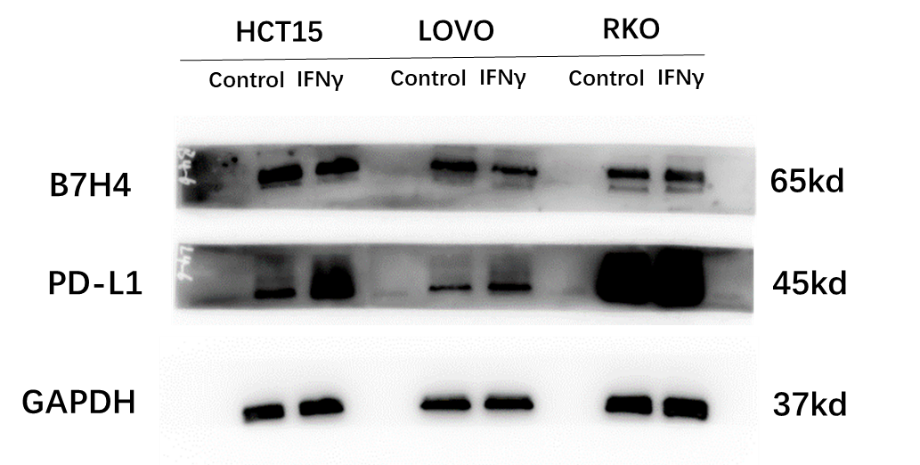
**

**Supplementary Fig.8** The expression of B7H4 and PD-L1 in HCT15 、LOVO and RKO cell lines was measured by Western blotting before and after IFN-γ stimulation.

**
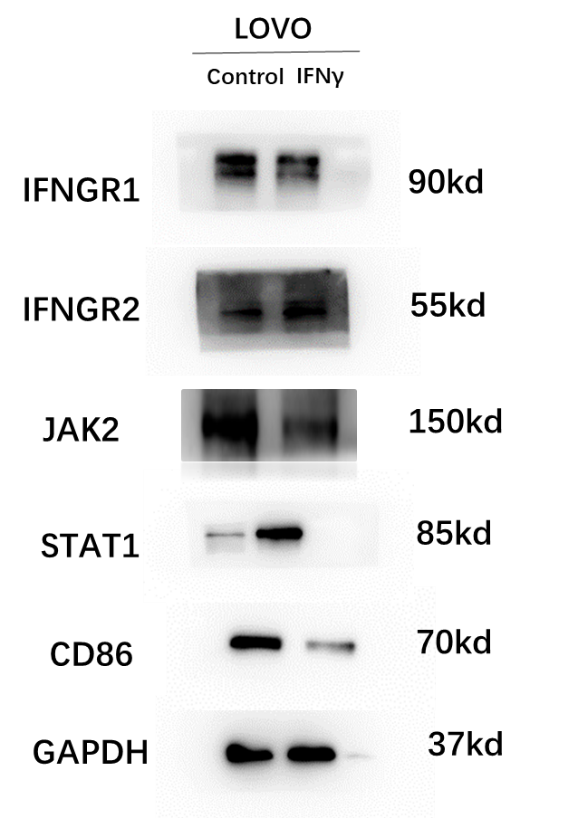
**

**Supplementary Fig.9** The expression of interferon signaling pathway proteins in LOVO cell line was measured by Western blotting before and after IFN-γ stimulation.

**The original Western blotting images of Fig. 5a in the text is as follows:**

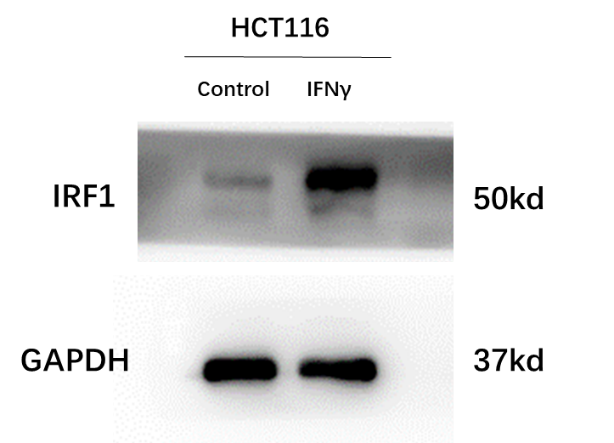

**Supplementary Fig.10** The expression of IRF1 in HCT116 cell before and after IFN-γ stimulation was determined by Western blotting.

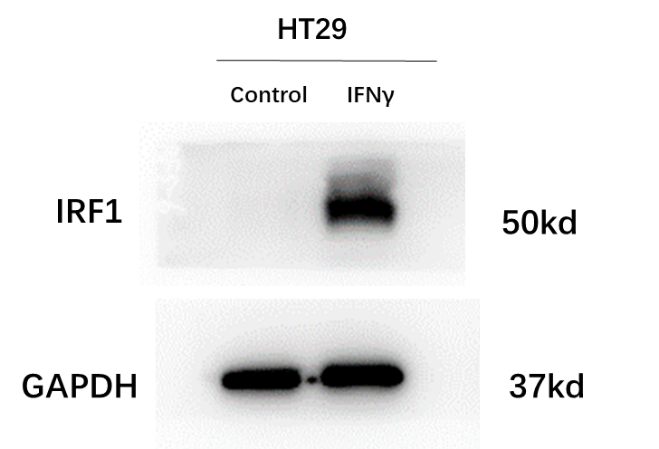

**Supplementary Fig.11** The expression of IRF1 in HT29 cell before and after IFN-γ stimulation was determined by Western blotting.

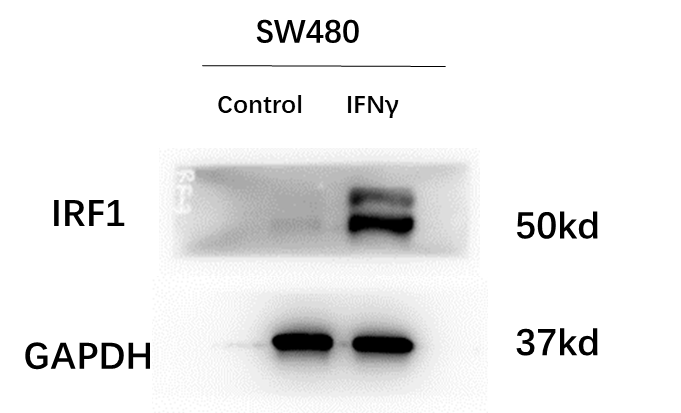

**Supplementary Fig.12** The expression of IRF1 in SW480 cell before and after IFN-γ stimulation was determined by Western blotting.

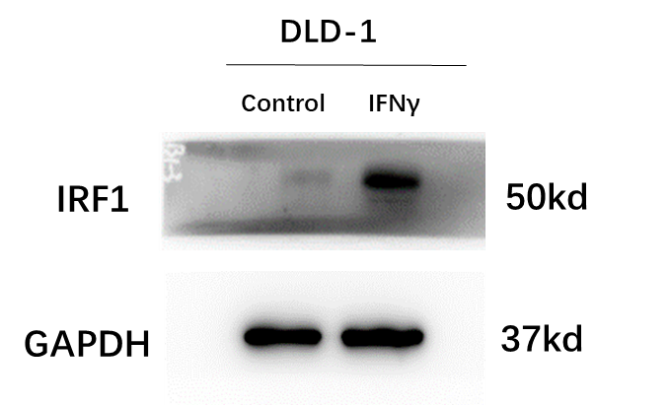

**Supplementary Fig.13** The expression of IRF1 in DLD-1 cell before and after IFN-γ stimulation was determined by Western blotting.

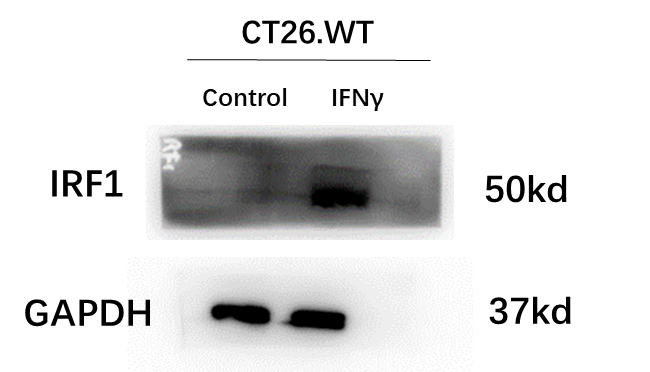

**Supplementary Fig.14** The expression of IRF1 in CT26.WT cell before and after IFN-γ stimulation was determined by Western blotting.

**The original Western blotting images of Fig. 5g in the text is as follow:**

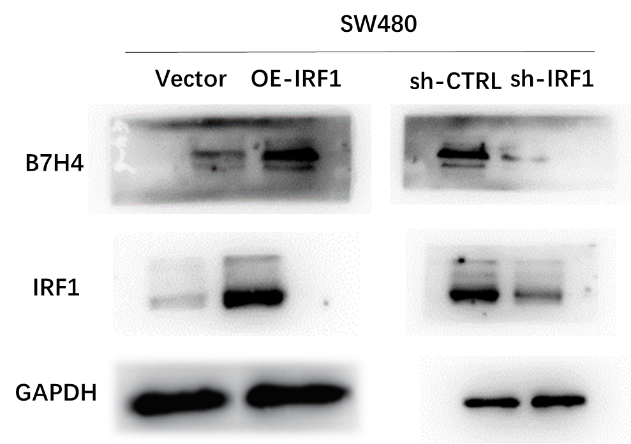

**Supplementary Fig.15** Changes in B7H4 expression after overexpression of IRF1 (OE-IRF1) or silencing of IRF1 (sh-IRF1) were evaluated by Western blotting in SW480.

**The original Western blotting images of Fig.5h in the text is as follow:**

**
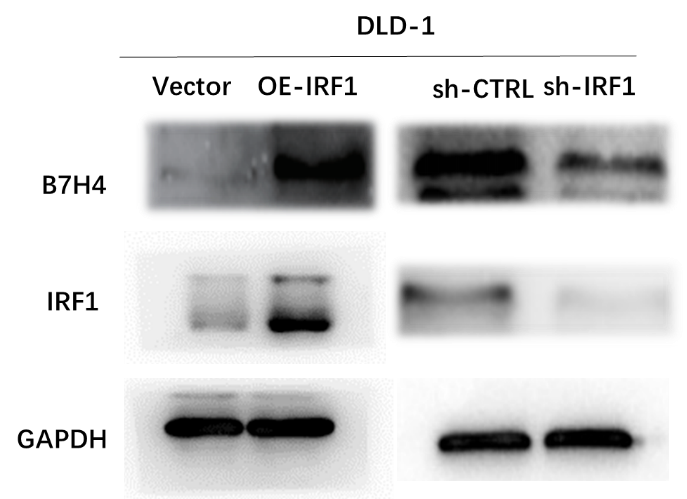
**

**Supplementary Fig.16** Changes in B7H4 expression after overexpression of IRF1 (OE-IRF1) or silencing of IRF1 (sh-IRF1) were evaluated by Western blotting in DLD-1.

**The structure of pGL4.10-B7H4 promoter mut1, and pGL4.10-B7H4 promoter mut2 vectors：**

**pGL4.10-B7H4 promoter wt vector construction**

1. Gene name: B7H4 promoter wt
2. Sequence length: 2012bp
3. Carrier name: pgl4.10
4. Cloning site: KpnI--XhoI (GGTACC/CTCGAG)
5. Construction sequence:

**Construction of pGL4.10-B7H4 promoter mut1 vector**

1. Gene name: B7H4 promoter mut1 (removing yellow background site)
2. Sequence length: 1991bp
3. Carrier name: pgl4.10
4. Cloning site: KpnI--XhoI （GGTACC/CTCGAG）
5. Construction sequence:

**Construction of pGL4.10-B7H4 promoter mut2 vector**

1. Gene name: B7H4 promoter mut2 (Remove green background dots)
2. Sequence length: 2000bp
3. Carrier name: pgl4.10
4. Cloning site: KpnI--XhoI （GGTACC/CTCGAG）
5. Construction sequence:

How the deposited data were processed for this re-analysis (not part of the article)

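RNA was sequenced from 6 subcutaneous CT26.WT tumors, 3 of the control group and 3 of the IFN-γ group, and all 6 columns of the count table were used. The authors deposited whole-number counts of reads per gene, not normalized. The paper's text has no RNA-seq methods paragraph, so the aligner, the counter, the strandedness and the build behind the counts are not known. Genes that overlap or share reads with a close copy are uncertain for that reason. Totals ran from 15759300 to 17559680 counts per tumor, and a count of 0 allows up to 0.190 CPM in the shallowest library, counting error only.
From the counts, CPM values were computed with TMM factors and tested with edgeR 4.0.16 (R 4.3.3), using the default filter on low counts, the quasi-likelihood test and Benjamini-Hochberg adjustment with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F statistic. DESeq2 1.42.0, limma 3.58.1 (voom), library size alone, upper-quartile factors, other filters on low counts, a fold threshold of 1 on the log2 scale, a block for the replicate number and fits that each left out 1 tumor were the alternatives. Pathway lists were tested with Fisher's exact test (SciPy 1.17.1), and by camera and fry, with marker lists of cell types by camera and fry. Ratios by tumor used log2 of CPM plus 0.5. Vtcn1 was compared by an exact permutation test of the mean CPM. Samples, tests, alternatives and gene lists were set before the data were examined, with these exceptions. The lists of clock genes and glucocorticoid targets, the exact test of Vtcn1, the match of Fig. 2B to the tumors, and DESeq2 and limma-voom on the tumors of Fig. 2 were chosen after seeing the data. The alternatives for 12 of the 36 genes given singly were run after seeing the data too. So were the tests of explanations for the clock genes, the adipocyte genes, IFN-γ tumor 3 and Xist, and the test of GC content and length.
The named genes were the 12 genes of Fig. 2B, the genes the text names, members of the B7 family, CD8, regulatory T cell, Y-linked and skin lists, and the 5 genes with the smallest adjusted p in each direction whose groups do not overlap. Xist, Tsc22d3 and the adipocyte genes were named after their values were seen. The 10 pathway lists and 19 marker lists were written by hand from general knowledge and are not the lists of the paper.
The tumors of Fig. 2 were identified from the colors of Fig. 2B, read to 2 digits, and the counts. No pair of libraries appeared to be a duplicate. Correlations of log2 CPM between libraries lay between 0.982 and 0.994, and the smallest chi-square per gene between 2 libraries was 6.17.
The scripts were tested on simulated counts in which 200 genes changed 2-fold. Over 14893 genes and 3 tumors against 3, edgeR recovered 65.5% of them with 16 false calls. Over 15243 genes and 3 tumors against 2, it recovered 68.5% with 12 false calls. DESeq2 recovered 70.0% and 71.0%, with 41 and 20 false calls. Flow cytometry, staining, blots, qRT-PCR and patient data were not analysed here. The values of 1 gene of Fig. 2B are not reported here.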

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

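The tests in this part were chosen after the result was seen, apart from the splits of the tumors and the set test of the adipocyte list.
The paper does not discuss clock genes. In all 6 tumors, 9 of the 17 genes past the threshold were genes of the circadian clock, in a list of 15 written after the calls were seen. Dbp had 137, 148 and 119 counts in the controls and 2266, 2743 and 2626 in the IFN-γ tumors, a log2 fold change of 4.28 (adjusted p = 8.7e-06, edgeR's quasi-likelihood test, higher in 3 of 3). Arntl fell by 2.12 on the log2 scale, from 1079, 1264 and 1227 counts to 294, 232 and 269. The groups of both genes do not overlap, as in 15.1% of the genes tested, where chance gives 10%. One of the 10 splits of the 6 tumors into 3 and 3, the real one, gave as many genes past the threshold (1 of 10), and the other 9 gave 0, with 91 to 1834 genes at an unadjusted p under 0.05 against 1539 for the real one. The splits with 1834 and 1812 each set IFN-γ tumor 3 among the controls. A share under 0.05 is not possible with 10 splits.
The Arntl-phase genes had a median log2 fold change of -1.01 and those of the opposite phase 1.67 in all 6 tumors, in opposite directions in each IFN-γ tumor. Collection of the groups at different times of day is a candidate explanation. The list was chosen for the pattern and collection times are not used here, so time of day and treatment cannot be told apart. An effect of the interferon response itself also stays open. IFN-γ tumor 3 had a median log2 ratio of 1.41 for the opposite phase but -0.068 for the IFN-γ response list. This is 1 library and decides nothing. Glucocorticoid targets rose by a median of 0.68, Tsc22d3 among them, which leaves handling or stress at collection open too.
Adipocyte genes, in a list written before the data were examined, had a median log2 fold change of 2.17 in all 6 tumors and 2.15 in the 5 tumors of Fig. 2. Camera gave adjusted p = 3.2e-10, and fry 0.067. In edgeR with its default filter, Cidec, Plin1, Cfd and Lep passed the threshold in the 5 tumors and none of the list in all 6. In all 6, Cidec, Plin1 and Cfd also passed with DESeq2. With no filter on low counts, Cidec, Plin1, Cfd and Lep passed there. The other fits of all 6 tumors run for these genes called none of them. Cfd had 103, 68 and 111 counts in the controls and 231, 525 and 379 in the IFN-γ tumors. Of the 8 genes, 6 were above 3 counts in every control, and 1 is in another list. Fabp4, the most abundant, changed by 0.23 against a high level in the controls that could hide a small share of fat. Fat around the tumor and fat cells within it cannot be told apart here. The treatment stays an open and untested explanation.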

How the results depend on the processing

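The number of genes past the threshold depended on the fit, and on IFN-γ tumor 3 most of all. In all 6 tumors, 12 genes were higher and 5 lower in the IFN-γ group. Across the 6 fits that each left out one tumor, from 4 to 381 genes were higher and from 2 to 112 lower. The highest numbers came without IFN-γ tumor 3. Control tumors 1 and 2 against IFN-γ tumors 1 and 2 gave 528 higher and 244 lower. DESeq2 gave 125 and 71, and the fit with no filter on low counts gave 150 and 70. With library size only, 7 were higher, and with limma-voom 3 were lower. A log2 fold change of at least 1 left 6 and 3. On the tumors of Fig. 2, DESeq2 gave 624 and 249 and limma-voom 422 and 107, both chosen after seeing the data. Apart from the sets of tumors, the cause was not tested.
The replicate numbers are shared between the groups. A fit with the replicate number as a block gave 5 higher and 2 lower genes. Tumors with the same number did not deviate together (correlations of -0.21, -0.014 and -0.21), so the numbers were not taken to pair the tumors.
In all 6 tumors, 0 genes of Fig. 2B passed the threshold. The fits that each left out one tumor gave from 0 to 9, with 9 without IFN-γ tumor 3. Control tumors 1 and 2 against IFN-γ tumors 1 and 2 gave 7. On the tumors of Fig. 2, DESeq2 gave 11 and limma-voom 8. Without IFN-γ tumor 2, the log2 fold change of Gzmb was -0.0053, that of Foxp3 -0.23 and that of Ifngr1 -0.019. Across the fits that each left out one tumor they reached 0.73, 0.71 and 0.26, each without IFN-γ tumor 3, and the cause was not tested. The alternatives were run for 36 genes, 12 of them added after seeing the data. Of 573 comparisons with an adjusted p, 478 kept both the direction and the side of the threshold. In 64 the gene passed the threshold only under the alternative, in 28 it no longer passed, and 3 reversed, those of Gzmb, Foxp3 and Ifngr1 given here.
Of the 10 pathway lists, 0 were over-represented in all 6 tumors, where 1539 genes had an unadjusted p under 0.05. The number was 2 with DESeq2, 6 with no filter on low counts, 6 with camera and 10 for control tumors 1 and 2 against IFN-γ tumors 1 and 2. The fits that each left out one tumor gave from 0 to 10, with 10 without IFN-γ tumor 3. DESeq2 and limma-voom on the tumors of Fig. 2 gave 10 and 10. Of the 18 marker lists tested, 3 passed under camera and 0 under fry. Across the fits that each left out one tumor, from 3 to 8 lists passed, with 8 without IFN-γ tumor 3.
The difference in mean CPM of Vtcn1 was below 0 under all 10 alternatives run for it, from -0.44 to -0.042. With 24 reads in all, the depth limits what can be said of this gene.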

Differences from the paper's values

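Values of Fig. 2 were read from the picture to 2 digits. In Fig. 2B, the color of Vtcn1 was about 1.7 in the second control column, about 2.9 in the first IFN-γ column and about 3.1 in the second. The count ratios to control 1 of the tumors matched to these columns were 0.20, 0.20 and 0. Library size only, upper-quartile factors and DESeq2's size factors, set before the data were examined, left all 3 apart.
In Fig. 2A, the paper's -log10 p is about 13 for the intestinal immune network for IgA production, about 12 for antigen processing and presentation, about 12 for cell adhesion molecules and about 9.7 for phagosome. It is about 9.1 for viral protein interaction with cytokines, about 8.7 for Toll-like receptor signaling, about 8.2 for chemokine signaling and about 8.2 for cytokine-cytokine receptor interaction. It is about 6 for natural killer cell mediated cytotoxicity and about 5.9 for Th1 and Th2 cell differentiation in Fig. 2A. With hand-written lists and all 6 tumors, each of the 10 values was 0, since none of the 12 higher genes was in a list.
Of the alternatives set before the data were examined, leaving out IFN-γ tumor 3 gave values within 1.5 times the paper's for 3 lists, the IgA network (10.9), Toll-like receptor (6.14) and chemokine (6.13). It gave 22.3 for antigen processing, 18.6 for cell adhesion, 20.4 for phagosome, 10.8 for natural killer cells, 5.10 for cytokine-cytokine receptor, 3.91 for Th1 and Th2 and 2.82 for viral protein interaction. The fit of control tumors 1 and 2 against IFN-γ tumors 1 and 2 has 2 controls, where the legend of Fig. 2A gives 3. It came within 1.5 times for cell adhesion (12.1), chemokine (6.11) and cytokine-cytokine receptor (7.65). It did so too for natural killer cells (8.44), Th1 and Th2 (4.13) and viral protein interaction (6.31). The fit with no filter on low counts did so for cell adhesion (8.72) and Th1 and Th2 (6.23), and DESeq2 for phagosome (6.57). No alternative did so for antigen processing.
The paper states that Gzmb, Cd274, Vtcn1, Irf1 and Cd86 were activated. In all 6 tumors none passed the adjusted threshold, and Vtcn1 was lower in mean CPM. Without IFN-γ tumor 3, the 4 genes other than Vtcn1 passed. Control tumors 1 and 2 against IFN-γ tumors 1 and 2 called Gzmb and Irf1. On the tumors of Fig. 2, DESeq2 called the same 4 genes and limma-voom called them apart from Gzmb, both chosen after seeing the data. The legend of Fig. 2B describes the genes as the top upregulated ones, but gives no ranking over all genes. Ordered by edgeR's p among the genes with a positive fold change, none stood above place 80 in the tumors of Fig. 2. The measure and the tumors behind the legend's wording may differ from these.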

Other observations

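The tests on IFN-γ tumor 3 and on Xist were chosen after the result was seen, as was the test of GC content and length, after the list medians.
The IFN-γ response list had a median log2 ratio to the controls of 1.06 and 0.98 in IFN-γ tumors 1 and 2 and of -0.068 in IFN-γ tumor 3. Lower depth is argued against, since its total was 97.0% of the median of the others and above that of control 1. Skin carried into the library as the whole cause is argued against by the proliferation list, at -0.093 there and at -0.11 and -0.075 in the other IFN-γ tumors, although Krt14 had 537 counts in IFN-γ tumor 3 and 62 or fewer elsewhere. A control library under the wrong label is not excluded. The Arntl-phase list was at -0.87 there, with the other IFN-γ tumors, but a control tumor collected alongside them might look the same. Fewer immune cells in that tumor may also contribute, as the T cell list was at -0.75. These cannot be told apart with 1 library.
In the 5 tumors of Fig. 2, the IFN-γ response list had a median log2 fold change of 1.01. The highest of 10000 lists matched on expression, GC content and length reached 0.19, which argues against GC content or gene length. All 25 genes of the list were above 3 counts in every control, 6 are in another list, and 4 are genes of Fig. 2B. A difference in library size is argued against as well, since the totals of IFN-γ tumors 1 and 2 lie within the range of the controls. Over all 6 tumors, the median IFN-γ total was 95.9% of the control median. More immune cells in these tumors may contribute, since the T cell list rose by 0.84 and the macrophage list by 0.62. Bulk libraries do not separate this from a response per cell.
For the proportion of CD8 T cells, the paper reports a decrease in the IFN-γ group, by flow cytometry and staining. Bulk RNA-seq measures transcripts of the whole tumor, not a proportion of cells. The fold changes of Cd8a and Cd8b1 went the other way in both sets of tumors, without passing the threshold in edgeR. In the RNA-seq, Cd8a had 190, 354 and 219 counts in the controls and 516, 424 and 174 in the IFN-γ tumors. Its log2 fold change was 0.91 in the 5 tumors (adjusted p = 0.064, edgeR) and 0.59 in all 6 (adjusted p = 0.63, edgeR). On the same 5 tumors, Cd8a passed the threshold with DESeq2 (0.91) and limma-voom (0.94), both chosen after seeing the data. Cd8b1 changed by 0.91 in the 5 tumors and 0.59 in all 6, and passed with none of these tools. Foxp3 changed by 0.71 and 0.33, with 20 counts in IFN-γ tumor 3, and passed the threshold in neither set. Ifngr1 changed by 0.26 and Jak2 by 0.20 in the 5 tumors, and neither passed. The value for Ifngr1 was 0.14 in all 6 and -0.019 without IFN-γ tumor 2.
The methods describe male mice. Xist had 1 count in control tumor 1 and from 2324 to 5833 in the other tumors. The Y-linked genes had 14 counts together in control tumor 1 and 0 in each of the others. Control tumor 1 is thus the tumor with the pattern of a male host, and the other 5 tumors depart from it. A host of the other sex than in control tumor 1 is a possible explanation. The Xist counts and the Y-linked counts both go with it. It stays open, since the shares of host and tumor cells were not measured and the Y-linked counts in control tumor 1 were only 14. The Y-linked list, with 0 counts in the 3 IFN-γ tumors together, therefore could not measure the share of host cells.
Of the other marker lists in all 6 tumors, macrophages (median log2 fold change 0.49) passed under camera, as did the IFN-γ response list (0.69). Without IFN-γ tumor 3, the lists of T cells, NK cells, regulatory T cells, dendritic cells and type I interferon response passed under camera as well, and 0 lists passed under fry. With all 6 tumors and then without IFN-γ tumor 3, the median was 0.47 and 0.84 for T cells, 0.24 and 0.63 for NK cells, and 0.22 and 0.52 for regulatory T cells. It was 0.33 and 0.46 for dendritic cells and 0.24 and 0.46 for the type I interferon response. Apart from the lists named so far and the adipocyte list, none of the 18 tested passed in either set under camera. Among the remaining lists, the median was 0.59 and 0.91 for CD8 T cells, 0.48 and 0.73 for the B7 family, and -0.21 and -0.86 for B cells. For endothelium it was -0.22 and -0.12, for fibroblasts 0.045 and 0.16, for luminal epithelium -0.085 and -0.080, and for proliferation -0.095 and -0.10. The sign changed without IFN-γ tumor 3 for skin (0.45 and -0.58), skeletal muscle (-0.36 and 0.0059) and neutrophils (0.038 and -0.35).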
